# Dietary linseed oil affects the polyunsaturated fatty acid and transcriptome profiles in the livers and breast muscles of ducks

**DOI:** 10.3389/fnut.2022.1030712

**Published:** 2022-10-28

**Authors:** Laidi Wang, Bingqiang Dong, Ting Yang, Ao Zhang, Xiaodan Hu, Zhixiu Wang, Guobin Chang, Guohong Chen

**Keywords:** n-3 PUFA, n-6 PUFA, *FADS*, *CD36*, duck

## Abstract

Linseed oil, an important source of dietary α-linolenic acid, is used to provide meat enriched in n-3 PUFA. We investigated the effects of dietary linseed oil (0, 0.5, 1, and 2%) on growth performance, meat quality, tissue fatty acid (FA), and transcriptome profiles in ducks. The result showed that dietary linseed oil had no effect on growth performance. Increasing dietary linseed oil enrichment raised n-3 PUFA and linoleic acid (LA) levels in both the liver and breast muscle, but decreased dihomo-gamma-linolenic acid (DGLA) and arachidonic acid (ARA) levels in the liver. The liver n-3 PUFA content was negatively correlated with duck body weight. Transcriptome analysis showed that dietary linseed oil caused hepatic changes in genes (*SCD*, *FADS1*, *FADS2*, and *ACOT6*) related to the biosynthesis of unsaturated fatty acids. Besides, dietary linseed oil also affected the expression of genes related to PUFAs and downstream metabolites (such as linoleic acid, steroid hormone, progesterone, etc.) metabolic pathways in both liver and breast muscle. Key genes involved in PUFA synthesis and transport pathways were examined by RT-qPCR, and the results verified that hepatic expression levels of *FADS1* and F*ADS2* decreased, and those of *FABP4* and *FABP5* increased when 2% linseed oil was added. *CD36* expression level increased in breast muscle when 2% linseed oil was added. Thus, 2% dietary linseed oil supplementation produces n-3 PUFA-enriched duck products by regulating the PUFA metabolic pathways, which could be advantageous for health-conscious consumers.

## Introduction

Polyunsaturated fatty acids (PUFAs), classified into n-3 and n-6 PUFAs, influence growth, development, reproduction, and vulnerability to diseases. Linoleic acid (LA), dihomo-gamma-linolenic acid (DGLA), and arachidonic acid (ARA) are n-6 PUFAs, whereas α-linolenic acid (ALA), eicosapentaenoic acid (EPA), and docosahexaenoic acid (DHA) belong to n-3 PUFAs (1). Both types of fatty acids (FAs) are precursors of signaling molecules with opposing effects that regulate membrane microdomain composition, receptor signaling, and gene expression (2). LA and ALA are derived from lipids of vegetable origin and are considered essential because they cannot be synthesized *de novo* in vertebrates. The conversion of the n-6 fatty acid LA to ARA plays a role in inducing inflammation, adipogenesis, and regulation of the endocannabinoid system (3). n-3 PUFAs decrease inflammatory signaling and lipid synthesis and stimulate fatty acid degradation (4). In humans, the optimal n-6:n-3 PUFA ratio is 5–10, whereas in popular modern western diets, the ratio is 15–16.7 (5). Excessive intake of n-6 PUFA and a very high n-6/n-3 PUFA ratio in the food increase the risk of obesity, cardiovascular diseases, and cancer (3, 6). It is necessary to improve human nutrition by supplying n-3 PUFA enriched foods.

Duck meat is popular in both Asian and European countries. Compared to chicken meat, ducks have a higher content of red muscle fibers in breast muscles (7). While the n-6: n-3 PUFA ratio in duck is about 15–30 under a regular diet pattern, which does not meet human optimal health requirements. ALA, the plant omega-3, is enriched in flaxseed, perilla, echium, walnut, and algal oil (8), and fish oils that contain high contents of EPA and DHA are typically the most abundantly available (9). Therefore, it is important to consider the quality of added fats in duck diet, and duck meat could be a viable source of n-3 PUFAs for humans. On the other hand, ducks have a high ability to efficiently convert dietary ALA to DHA (10). The conversion occurs through fatty acid desaturases (encoded by *FADS1* and *FADS2*) and elongases (encoded by *ELOVL5* and *ELOVL2*) in the liver (11) and is subsequently supplied (*via* blood circulation) to other tissues (12). Long-chain fatty acid (LCFA) uptake occurs not only through free diffusion across the plasma membrane, but also by a protein-mediated mechanism (13). Their translocation depends on fatty acid transporters, such as fatty acid transport proteins/solute carrier 27A (FATP/SLC27A), fatty acid translocase/cluster of differentiation 36 (FAT/CD36), caveolin-1 (CAV1), and fatty acid binding protein (FABP) (13). Although PUFA composition in ducks has been studied, the mechanism of PUFA synthesis and transport in ducks has not been fully elucidated.

Recently, linseed oil has been incorporated into foods to improve the cardiovascular health of humans (14). Considering the high cost of fish oil, linseed oil is also an ideal source of n-3 PUFA in animal diets. In poultry, linseed oil or flaxseed-supplemented diets increase n-3 PUFA levels and decrease n-6:n-3 PUFA ratios in both eggs and meat, providing products enriched in n-3 PUFA, for which many positive health effects have been described (15–17). However, little attention has been paid to the combined effect of diets formulated with linseed oil on gene transcription in ducks, as well as to their effects on polyunsaturated fatty acid metabolism in ducks. Therefore, in this study, Runzhou white-crested ducks, a popular duck breed with a small body size, were used to assess the effect of a linseed-oil-enriched diet on the performance, meat quality, genes transcriptome and lipid metabolism. These insights might provide feasible method in producing n-3 PUFA enriched ducks, and key genes involved in PUFA synthesis and transport pathways were evaluated in linseed oil-administered ducks.

## Materials and methods

### Experimental design and diets

A total of 224 28-day old Runzhou white-crested ducks of the commodity generation (average weight: 753.35 ± 12.94 g) were randomly divided into four treatment groups: control (basal diet + 2% duck oil), low linseed oil (basal diet + 1.5% duck oil + 0.5% linseed oil), medium linseed oil (basal diet + 1% duck oil + 1% linseed oil), and high linseed oil (basal diet + 2% linseed oil). Each treatment group had four replicates, each consisting of 14 ducks (half male and half female). The ducks from one batch were fed the same diet at 1–28 days of age. The four treatment diets were formulated by adding different proportions of duck oil and linseed oil (Table 1). Duck oil was gradually replaced with linseed oil to achieve a higher ALA content and lower n-6/n-3 PUFA ratio. The fatty acid composition of the experimental diets and oils are presented in Table 2. The ALA content in linseed oil was 35.21%, and with an increase in linseed oil, the ALA level increased gradually from 0.0766 to 0.6816 g/100 g, and the n-6/n-3 PUFA ratio decreased gradually from 17.37 to 1.97, as expected. The birds were raised in deep litter comprising sawdust and paddy husks. All ducks had *ad libitum* access to food and water. Considering the previous research (17) and the characteristics of small size meat ducks, the feeding trial lasted for 28 days. None of the ducks died during the 28 days experiment. All ducks were provided by Zhenjiang Tiancheng Agricultural Technology, Jiangsu Province, where the experiments were also conducted.

**TABLE 1:** Composition and nutrient level of diets.

Item	Control^2^	High^2^	Medium^2^	Low^2^
**Ingredient (%)**				
Corn	47.16	47.16	47.16	47.16
Soybean meal	24.23	24.23	24.23	24.23
Flour	17.66	17.66	17.66	17.66
Rice bran	5.00	5.00	5.00	5.00
Duck oil	2.00	1.50	1.00	0.00
Linseed oil	0.00	0.50	1.00	2.00
Dicalcium phosphate	1.65	1.65	1.65	1.65
Limestone	1.00	1.00	1.00	1.00
Salt	0.30	0.30	0.30	0.30
Premix^1^	1.00	1.00	1.00	1.00
Total	100	100	100	100
**Nutrient level**				
AME (MJ/kg)	11.31	11.31	11.31	11.31
CP (%)	17.52	17.52	17.52	17.52
EE (%)	5.76	5.77	5.77	5.77
CF (%)	3.59	3.59	3.59	3.59
Ca (%)	0.89	0.89	0.89	0.89
Total phosphorus (%)	0.75	0.75	0.75	0.75
Lys (%)	0.90	0.90	0.90	0.90

^1^Vitamin and mineral premixes supplied per kilogram diet: vitamin A, 9,000 IU; vitamin E, 79 mg; vitamin D_3_, 3,000 IU; vitamin B_2_, 8 mg; vitamin K_3_, 2 mg; pantothenic acid, 3.2 mg; niacin, 11 mg; biotin, 1 mg; folic acid, 1.5 mg; Zn, 60 mg; Mn, 49 mg; Co, 1 mg; Cu, 6 mg; I, 2 mg; Se, 0.18 mg. ^2^Control: control group (basal diet + 2% duck oil), Low: low linseed oil group (basal diet + 1.5% duck oil + 0.5% linseed oil), Medium: medium linseed oil group (basal diet + 1% duck oil + 1% linseed oil), and High: high linseed oil group (basal diet + 2% linseed oil), as described below.

**TABLE 2:** Fatty acid (FA) composition of diets.

Fatty acids composition	Content (g/100 g)					
	
	Control	High	Medium	Low	Duck oil	Linseed oil
TFA	5.00	4.94	4.72	4.87	70.32	68.13
SFA	1.55	1.48	1.37	1.29	19.94	7.17
MUFA	1.91	1.81	1.65	1.53	32.70	13.82
PUFA	1.5420	1.6526	1.7002	2.0494	17.6904	47.1457
LA (C18:2n6c)	1.4324	1.4098	1.3149	1.3398	16.3982	11.2419
GLA (C18:3n6)	ND	ND	ND	ND	0.0389	0.4143
DGLA (C20:3n6)	0.0060	0.0089	0.0074	0.0072	0.0770	0.0462
ARA (C20:4n6)	0.0091	0.0092	0.0075	0.0058	0.2417	0.0444
Total n-6 PUFA	1.4476	1.4234	1.3261	1.3527	16.7558	11.7468
ALA (C18:3n3)	0.0766	0.2126	0.3573	0.6816	0.6694	35.2069
EPA (C20:5n3)	ND	ND	ND	ND	0.0453	0.0468
DHA (C22:6n3)	0.0067	0.0063	0.0056	0.0058	0.1001	0.0883
Total n-3 PUFA	0.0833	0.2188	0.3645	0.6874	0.8227	35.3749
n-6/n-3 PUFA	17.37	6.51	3.64	1.97	20.37	0.33

g/100 g, denominator represents fresh sample weight; ND means below the detection limit, not detected, because PUFA content is low and four decimal places are reserved; TFA, total fatty acids; SFA, saturated fatty acid; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids; n-6/n-3 PUFA, ratio of n-6 PUFA and n-3 PUFA; LA, linoleic acid; GLA, gamma linolenic acid; DGLA, dihomo-gamma-linolenic acid; ARA, arachidonic acid; ALA, α-linolenic acid; EPA, eicosapentaenoic acid; DHA, docosahexaenoic acid, as described below.

### Production performance and sample collection

Following a 12-h fast, the duck body weight (BW), and feed intake (28–56 days of age) were recorded, and average daily feed intake (ADFI), average daily weight gain (ADG), and average feed/gain (F/G) were calculated. Six ducks from each replicate (three male and three female) were randomly selected and killed by stunning at the end of the experiment. Four small portions of the right breast muscle and right liver were collected, immediately placed in liquid N_2_, and stored at –80°C for fatty acid and gene expression analyses. A large portion of the left breast muscle was collected and stored at –80°C.

### Meat quality indexes

At the time of debonding (24 h post-mortem), the whole left breast muscle was used to determine physical properties (meat color, pH values, water loss rate, and shearing force values) analysis of meat. The rest of the left breast muscle was frozen at –20°C.

Meat color was measured by the optical reflection method using the CIELAB system (CIE, 1978) with L* (lightness), a* (redness), and b* (yellowness) measured using a colorimeter (CR-400, Konica Minolta, Japan). Color measurements were taken on the medial surface of each left breast or thigh and averaged. The pH of the upper, middle, and lower portions of the left breast muscles was determined in triplicate using a glass electronic pH meter (DELTA 320; Mettler Toledo, Switzerland) inserted 10 mm into the breast muscles.

After cooking in a water bath (20 min at 80°C), the breast filets were cooled down, and at least three cubes of approximately 30 g were cut from the breast filets. The water-holding capacity was determined using a hydraulic machine (M10, Bulader, Beijing, China) equipped with a 35 kg load for 5 min. Water loss rate was calculated by one minus the water-holding capacity. The water-holding capacity. At least three cylinders (3 cm in length, 1 cm in width, and 1 cm in height) were cut from the samples. The cylinders were then sheared perpendicular to the longitudinal route of the fibers loaded with a maximum 500-N load cell and a crosshead speed of 200 mm/min using a tenderness meter (C-LM3, Tenovo, Beijing, China). Subsequently, the shear forces of the cylinders were recorded. A FoodScan Meat Product Analyzer (Foss, Denmark) was used for chemical composition detection (18). After the removing of membranes, tendons, and visible fat were removed, the meat was homogenized and prepared for moisture, protein, intramuscular fat (IMF), and collagen analyses. Measurements were taken using a mixture of three individual ducks from the same replicate group, and the analysis was repeated three times.

### Fatty acid analysis

For FA analysis, approximately 100 mg of feed, liver, or breast muscle was weighed and hydrolyzed, extracted, saponified, and methylated. The FA methyl esters were subjected to Trace1310-ISQ gas chromatography and mass spectrometry (Thermos, Waltham, MA, USA) using an HP-88 column (100 m × 0.25 mm × 0.20 μm, Agilent, Santa Clara, CA, USA) for fatty acid separation. The column oven temperature was maintained at 100°C for 15 min after sample injection and was programmed to increase from 100 to 190°C at 15°C/min and maintained at 190°C for 25 min. Then the temperature was increased to 235°C at a rate of 2.5°C/min and held for 4 min. The injector and detector temperatures were 240 and 280°C, respectively. Helium was used as the carrier gas at a flow rate of 1.0 ml/min. Fatty acids were identified and quantified by comparing the retention times and peak areas with those of standard components (Sigma, Louis, MO, USA). The results were recorded as a percentage of fresh feed or breast muscle.

### Transcriptome analysis

Total RNA of liver and breast muscle samples was extracted by a Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. And then the mRNA was randomly segmented into small fragments by divalent cations in a fragmentation buffer. First strand cDNA was synthesized using random hexamer primer. Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. The cDNA fragments were purified with AMPure XP system (Beckman Coulter, Beverly, MA, USA), and then connected with sequencing adapters according to an Illumina protocol (San Diego, CA, USA). After quality assessment, the target fragments of 250–300 bp were selected for PCR amplification to create the final cDNA library. The sequencing and analysis were performed by the Novogene Bioinformatics Technology Co., Ltd.

Clean reads were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. All samples had a Q20 (bases of Q ≥ 20/all bases of sequencing) of >96%. Clean data were mapped to the duck reference genome^1^ by Hisat2 (version: 2.0.5). mRNA levels was quantified by the value of fragments per kilobase of exon per million mapped reads (FPKM). Differential expression analysis of the high linseed oil group vs. control group was performed using the DESeq2 R package (version 1.24.0) (19). Genes with FDR (adjusted *p*-value) less than 0.05 and absolute log2-fold change more than 1 were assigned as DEGs.

Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package. GO terms with *P* < 0.05 were considered significantly enriched by differential expressed genes. Kyoto Encyclopedia of Genes and Genomes (KEGG)^2^ is a database resource for pathway analysis. ClusterProfiler R package is used to test the statistical enrichment of differential expression genes in KEGG pathways.

### Gene expression validation using RT-qPCR

Total RNA was extracted from breast muscle using TRIzol reagent (Takara, Osaka, Janpan). Extracted RNA was quantified and reverse-transcribed into cDNA using PrimeScript RT-PCR Kit (TaKaRa, Osaka, Japan). mRNA expression of genes was assessed using the QuantStudio 5 Real-Time PCR detection system (Applied Biosystems, Foster, CA, USA) in a final volume of 20 μl using the SYBR Premix Ex Taq II kit (Takara, Osaka, Japan). The relative mRNA abundance of nine PUFA-synthesis-related genes was assayed. The primers used are listed in Supplementary Table 1. Glyceraldehyde-3-phosphatedehydrogenase (*GAPDH*) and Beta-actin (β*-ACTIN*) were used as internal controls, and all assays were performed in triplicates. Relative transcriptional alterations were evaluated using 2^–ΔΔ*Ct*^.

### Statistical analysis

The data were analyzed by one-way ANOVA using SPSS (version 17.0) in a completely randomized design with a model containing treatment as the main effect. The pen was used as the experimental unit to measure live weight, feed intake, and FCR. For the other indices, individual ducks were considered as experimental units. Data are expressed as mean ± standard deviation. Differences among the groups were considered significant at *P* < 0.05. When the treatment effect was significant, differences among the treatment means were detected using Duncan’s test.

## Results

### Growth performance and meat quality

The data presented in Table 3 show that dietary linseed oil had no effect on the BW of ducks at 56 days of age. Additionally, dietary linseed oil had no effect on the ADFI, ADG, or F/G of ducks at 28–56 days of age (*P* > 0.05). Physical properties (color, pH, water loss rate, and shear force) and chemical composition (moisture, protein, IMF, and collagen contents) of breast muscle in the linseed oil-supplemented diet groups are shown in Table 4. There were also no significant differences in these breast muscle indexes among groups fed different percentages of linseed oil diets (*P* > 0.05).

**TABLE 3:** Effects of dietary linseed oil supplementation on growth performance of 28–56 days ducks.

Item	Control	Low	Medium	High	*P*-value
BW (kg)	1.49 ± 0.05	1.45 ± 0.04	1.44 ± 0.03	1.42 ± 0.01	0.128
ADFI (g/d)	98.21 ± 4.05	95.92 ± 1.22	96.61 ± 1.44	96.26 ± 3.47	0.734
BWG (g/d)	26.19 ± 1.58	25.08 ± 1.28	24.28 ± 0.78	24.04 ± 0.26	0.102
F/G	3.75 ± 0.08	3.83 ± 0.17	3.98 ± 0.08	4.01 ± 0.15	0.093

Values are expressed as means ± standard deviation, *n* = 4. Mean values marked with different letters in the same line indicate significant differences, *P* < 0.05.

**TABLE 4:** Effects of different dietary linseed oil levels on breast muscle quality of 56 days ducks.

Item		Control	Low	Medium	High	*P*-value
Physical properties	L*	40.20 ± 2.86	40.63 ± 2.81	39.43 ± 2.94	45.31 ± 3.79	0.088
	a*	16.87 ± 1.42	17.22 ± 2.67	16.73 ± 1.90	16.60 ± 0.28	0.975
	b*	6.02 ± 1.40	5.87 ± 0.48	5.63 ± 2.25	6.54 ± 2.10	0.938
	pH_24*h*_	6.00 ± 0.07	6.17 ± 0.09	6.08 ± 0.11	6.10 ± 0.10	0.074
	Water loss rate (%)	23.85 ± 7.69	23.04 ± 5.20	25.89 ± 2.30	25.52 ± 3.48	0.908
	Shear force (N)	26.59 ± 9.30	23.57 ± 4.84	31.82 ± 2.38	25.30 ± 5.95	0.514
Chemical composition	Moisture (%)	75.57 ± 0.57	74.15 ± 1.87	75.30 ± 0.29	75.17 ± 0.69	0.189
	Protein (%)	22.16 ± 0.88	23.58 ± 0.60	23.42 ± 0.46	22.90 ± 0.42	0.406
	IMF (%)	1.82 ± 0.19	1.94 ± 0.30	2.02 ± 0.25	1.79 ± 0.07	0.256
	Collagen (%)	1.07 ± 0.37	1.40 ± 0.33	1.03 ± 0.30	1.05 ± 0.41	0.652

Values are expressed as means ± standard deviation, *n* = 24 for physical properties analysis, *n* = 8 for chemical composition. Mean values marked with different letters in the same line indicate significant differences, *P* < 0.05. L* = Lightness, a* = Redness, b* = Yellowness.

### Fatty acid profile in the liver

The effects of dietary linseed oil on the FA composition in the liver are presented in Table 5. Different levels of dietary linseed oil had no effect (*P* > 0.05) on total saturated FA (SFA) or monounsaturated fatty acid (MUFA) concentrations in the liver. With the increase in dietary linseed oil supplement, the concentration of PUFA tended (*P* < 0.001) to increase significantly, and the contents of total n-3 PUFA, ALA, EPA, and DHA were significantly higher (*P* < 0.001) in the low, medium, and high groups than in the control group. There were no significant differences (*P* > 0.05) in total n-6 PUFA content among the groups. However, the DGLA and ARA contents were significantly lower (*P* < 0.01) in the medium and high groups than in the control group, whereas the LA content was significantly higher (*P* < 0.001) in the medium and high groups than in the low and control groups. Therefore, in the liver, the n-6 to n-3 PUFA ratio increased (*P* < 0.001) by 13.98, 8.70, 6.55, and 4.38 for ducks fed the control, low, medium, and high linseed oil diets, respectively.

**TABLE 5:** Effects of different linseed oil levels on the polyunsaturated fatty acid (PUFA) profile of duck liver.

FA composition (mg/100 g)	Control	High	Medium	Low	*P*-value
TFA	238.11 ± 22.74^b^	261.13 ± 43.03^ab^	277.63 ± 52.20^a^	291.54 ± 72.72^a^	0.011
SFA	102.43 ± 9.56	107.53 ± 14.11	115.48 ± 19.99	116.49 ± 28.63	0.100
MUFA	40.33 ± 11.44	39.14 ± 11.82	49.44 ± 18.03	49.62 ± 23.03	0.060
PUFA	99.68 ± 4.66^c^	106.99 ± 11.25^bc^	112.69 ± 16.07^b^	125.47 ± 23.63^a^	<0.001
LA (C18:2n6c)	26.65 ± 5.26^b^	28.63 ± 5.61^b^	37.63 ± 10.57^a^	43.23 ± 14.47^a^	<0.001
DGLA (C20:3n6)	1.94 ± 0.76^a^	1.63 ± 0.38^b^	1.44 ± 0.37^b^	1.50 ± 0.46^b^	0.005
ARA (C20:4n6)	64.57 ± 8.41^a^	66.78 ± 8.32^a^	58.13 ± 7.15^b^	56.62 ± 7.48^b^	<0.001
Total n-6 PUFA	92.54 ± 3.33	96.03 ± 10.93	97.31 ± 14.20	100.38 ± 19.77	0.399
ALA (C18:3n3)	0.87 ± 0.31^d^	1.62 ± 0.65^c^	3.33 ± 1.47^b^	8.32 ± 3.76^a^	<0.001
EPA (C20:5n3)	0.49 ± 0.17^c^	0.77 ± 0.22^b^	0.84 ± 0.29^b^	1.89 ± 0.53^a^	<0.001
DHA (C22:6n3)	5.50 ± 1.56^d^	8.56 ± 2.60^c^	10.11 ± 2.25^b^	13.57 ± 3.40^a^	<0.001
Total n-3 PUFA	6.86 ± 1.81^d^	11.18 ± 2.64^c^	14.28 ± 3.19^b^	23.84 ± 6.24^a^	<0.001
n-6/n-3 PUFA	13.98 ± 2.8^a^	8.70 ± 1.41^b^	6.55 ± 0.83^c^	4.38 ± 1.03^d^	<0.001

The denominator 100 g of mg/100 g refers to the fresh sample weight, and the value is expressed as mean ± standard deviation, *n* = 24. Mean values marked with different letters in the same line indicate significant differences (*P* < 0.05). TFA, total fatty acids; SFA, saturated fatty acid; MUFA, monounsaturated fatty acids; PUFA, polyunsaturated fatty acids; n-6/n-3 PUFA, ratio of n-6 PUFA and n-3 PUFA; LA, linoleic acid; GLA, gamma linolenic acid; DGLA, dihomo-gamma-linolenic acid; ARA, arachidonic acid; ALA, a-linolenic acid; EPA, eicosapentaenoic acid; DHA, docosahexaenoic acid, as described below.

### Fatty acid profile in the breast muscle

In the breast muscle, different levels of linseed oil diets had no effect (*P* > 0.05) on the concentrations of TFA, SFA, MUFA, n-6 PUFA, or ARA (Table 6). However, the contents of PUFA, LA, and DGLA increased (*P* < 0.05) with the increase in dietary linseed oil level. The concentrations of n-3 PUFA, ALA, and DHA were significantly (*P* < 0.001) higher in the control vs. low, low vs. medium, and medium vs. high dietary linseed oil. EPA was not detected in breast muscle in the control or low linseed oil groups, and it increased significantly (*P* < 0.001) in the medium vs. high linseed oil groups. In contrast, the proportion of n-6/n-3 PUFA ratios in the breast muscle decreased (*P* < 0.001) from 32.94 to 8.54 with increasing dietary linseed oil ratios.

**TABLE 6:** Effects of different dietary linseed oil levels on the polyunsaturated fatty acid (PUFA) profile of duck breast muscle.

Fatty acid composition (mg/100 g)	Control	High	Medium	Low	*P*-value
TFA	72.26 ± 10.16	75.43 ± 13.89	79.71 ± 15.26	80.94 ± 17.83	0.175
SFA	28.97 ± 3.79	30.61 ± 5.10	32.22 ± 6.30	31.46 ± 7.80	0.301
MUFA	11.66 ± 2.93	10.93 ± 3.36	11.42 ± 2.29	12.14 ± 2.66	0.560
PUFA	31.63 ± 5.15^b^	33.89 ± 6.88^ab^	35.65 ± 7.03^ab^	37.34 ± 8.33^a^	0.043
LA (C18:2n6c)	13.00 ± 2.33^b^	15.39 ± 4.24^a^	15.61 ± 3.83^a^	16.06 ± 4.20^a^	0.029
DGLA (C20:3n6)	0.49 ± 0.17^a^	0.38 ± 0.11^b^	0.50 ± 0.16^a^	0.54 ± 0.11^a^	0.004
ARA (C20:4n6)	16.79 ± 2.91	16.16 ± 2.49	17.13 ± 2.51	16.38 ± 3.62	0.686
Total n-6 PUFA	30.20 ± 4.65	31.90 ± 6.42	32.91 ± 6.10	32.94 ± 7.47	0.416
ALA (C18:3n3)	0.12 ± 0.20^d^	0.38 ± 0.31^c^	0.60 ± 0.22^b^	1.18 ± 0.50^a^	<0.001
EPA (C20:5n3)	ND	ND	0.20 ± 0.22^b^	0.60 ± 0.16^a^	<0.001
DHA (C22:6n3)	0.89 ± 0.26^d^	1.29 ± 0.23^c^	1.80 ± 0.49^b^	2.32 ± 0.54^a^	<0.001
Total n-3 PUFA	1.01 ± 0.4^a^	1.68 ± 0.44^b^	2.55 ± 0.87^c^	4.00 ± 1.03^d^	<0.001
n-6/n-3 PUFA	32.94 ± 9.21^a^	19.66 ± 4.15^b^	14.32 ± 4.03^c^	8.54 ± 1.57^d^	<0.001

ND means below the detection limit, not detected. Mean values marked with different letters in the same line indicate significant differences (*P* < 0.05). The other information is the same as Table 5.

### Correlation analysis

Group, sex, BW, and FA composition of the liver and breast muscle were analyzed for correlation analysis, and the results are shown in Figure 1. Linseed oil supplementation was positively (*P* < 0.001) correlated with n-3 PUFA levels in the liver and breast muscle and negatively (*P* < 0.001) correlated with the proportion of n-6: n-3 PUFA. Sex was not correlated with most indexes (*P* > 0.05) but was positively (*P* < 0.05) correlated with liver DGLA levels. BW was negatively correlated (*P* < 0.05) with n-3 PUFA levels, especially DHA levels, in the liver (*P* < 0.001). Total fatty acids, saturated fatty acids, monounsaturated fatty acids, and n-6 PUFAs in the liver and breast muscle showed little correlation; however, only DGLA in the liver and breast muscle showed a positive correlation (*P* < 0.01). n-3 PUFA, ALA, EPA, and DHA in the liver were positively (*P* < 0.001) correlated, and other n-3 PUFAs in the breast muscle were also significantly positively correlated (*P* < 0.001), except for EPA (with was undetected). There was a significant positive (*P* < 0.001) correlation between n-3 PUFAs in the liver and breast muscle (except for breast muscle EPA). These results indicate that dietary n-3 PUFAs had a great influence on the fatty acid composition of the body, and there was a correlation between the n-3 PUFA composition of the liver and breast muscle.

**FIGURE 1:**
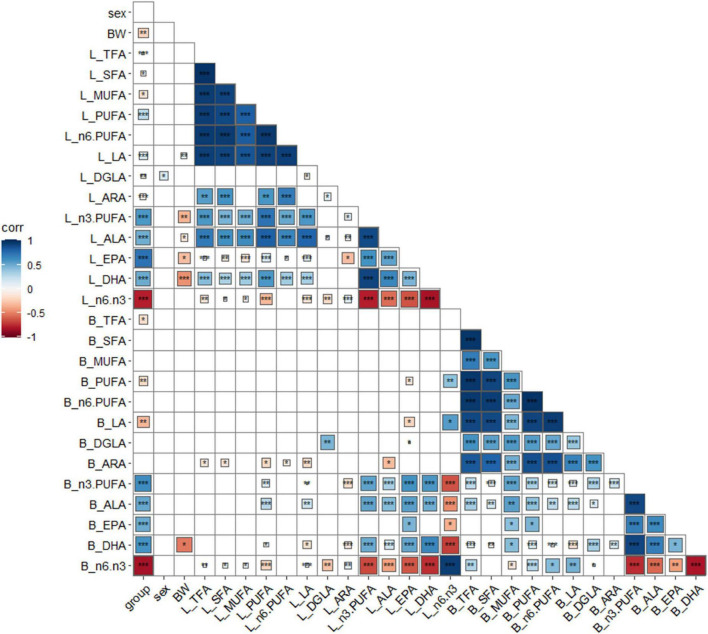
Correlation analysis of key indexes. *P < 0.05, **P < 0.01, ***P < 0.001, blue positive correlation, red negative correlation, darker color, higher correlation, lighter color, lower correlation. Group: different diet group; sex, sex; BW, body weight; B, breast muscle; L, liver.

### Overview of transcriptome data

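RNA-seq of the liver and the breast muscle was done on male Runzhou white-crested ducks, a small-bodied breed. The control group was fed a basal diet with 2% duck oil, and the high linseed oil group the same diet with 2% linseed oil. The paper gives 28 days of feeding, up to 56 days of age, while the sample labels give day 28. The groups were CL (liver, control), HL (liver, high linseed oil), CM (breast muscle, control) and HM (breast muscle, high linseed oil), with 5 libraries in each and 20 in all. The mRNA was purified with poly-T beads and sequenced on an Illumina platform, and the clean reads were aligned to a duck reference genome with Hisat2. The paper's text does not name the genome build, so genes are given by symbol or by the identifier in the table, without coordinates. The authors deposited FPKM values (fragments scaled by the length of the gene and the depth of the library) for 25117 genes, of which 4367 were at 0 in every library. In every library 100% of these values were whole multiples of what 1 fragment is worth, so the number of fragments behind each value was recovered. Between 15417718 and 16584887 fragments were counted per library in CL (median 16020274), 15423306 to 16705165 in HL (median 15552975), 12374035 to 13432987 in CM (median 12761686) and 11852903 to 13309021 in HM (median 12644553). The deposited values had already been scaled across the 20 libraries by the median of their ratios, and they were not scaled again.

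Groups were compared by limma on log2(FPKM + 1), so the fold changes of genes with low FPKM are understated. Genes with an FPKM of at least 1 in at least 5 of the libraries compared were tested, and each gene named in the paper was tested in its tissue whatever its FPKM. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 1 or below -1 were called DEGs. With 5 ducks against 5, the smallest p that an exact two-sided permutation test can give is 0.00794. Within each group the counts of every pair of libraries differed by far more than the sampling noise, with a chi-square per gene of at least 31.4, so no library was present in duplicate.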

RNA-seq was performed on 10 male individuals: five duck livers or breast muscles with the lowest n-3 PUFA ratios (CL1, CL2, CL3, CL4, CL5 and CM1, CM2, CM3, CM4, CM5) and five duck livers with the highest n-3 PUFA ratios (HL1, HL2, HL3, HL4, HL5 and HM1, HM2, HM3, HM4, HM5). 

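The ducks for RNA-seq were selected by their n-3 PUFA ratios, so these differences between the diets are on a measure the ducks were chosen by. The means, SDs and tests were computed from the paper's values for each duck. In the liver the n-6/n-3 ratio was 3.44 ± 0.619 (SD, n = 5) in HL and 14.1 ± 2.46 (SD, n = 5) in CL, a difference of -10.7 (exact two-sided permutation test, p = 0.00794). In the breast muscle it was 7.84 ± 1.47 in HM and 27.3 ± 1.58 in CM, a difference of -19.4 (exact permutation test, p = 0.00794). Leaving out each duck in turn kept the difference between -11.5 and -9.87 in the liver and between -20.1 and -18.9 in the breast muscle. The difference lay in the n-3 PUFAs, which were 27.1 ± 4.90 mg/100 g in HL against 6.56 ± 1.48 mg/100 g in CL, and 4.03 ± 0.580 mg/100 g in HM against 1.04 ± 0.188 mg/100 g in CM. The n-6 PUFAs differed by less than the spread between ducks, by 3.12 mg/100 g in the liver (exact permutation test, p = 0.873) and 3.28 mg/100 g in the breast muscle (exact permutation test, p = 0.381). Among the n-3 PUFAs of the liver, ALA was higher in HL by 10.1 mg/100 g, EPA by 1.79 mg/100 g and DHA by 8.62 mg/100 g. The rises in HM were 0.680 mg/100 g for ALA, 0.522 mg/100 g for EPA and 1.79 mg/100 g for DHA. In each of these 6 comparisons every duck on linseed oil was above every control duck. For EPA in CM the values listed for single ducks, 0.06 to 0.1 mg/100 g, were used. The paper's text gives EPA as not detected in the breast muscle of the control group.

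**Figure D1:**
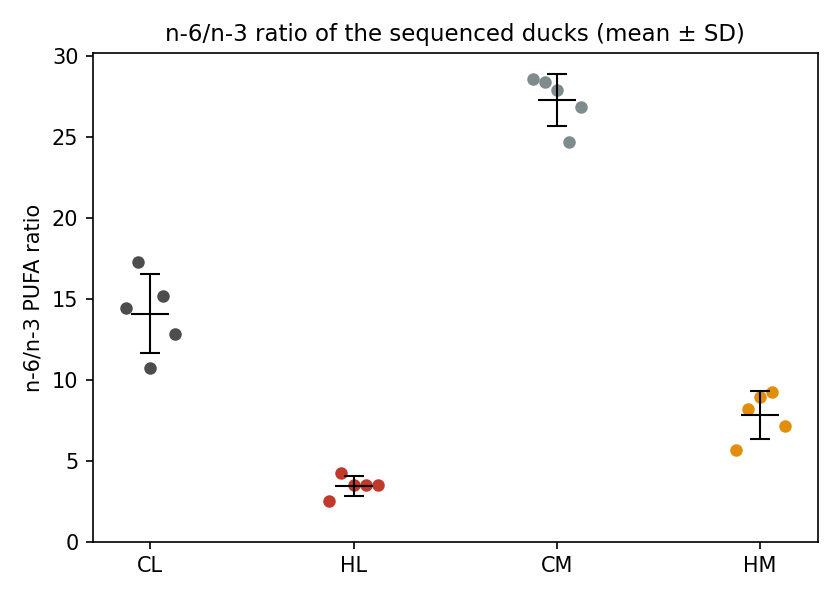
The n-6/n-3 ratio of the liver (CL, HL) and the breast muscle (CM, HM) of each sequenced duck, from the paper's values. Points are ducks and bars show the mean ± SD of 5 ducks; HL lies between 2.50 and 4.24 and CL between 10.8 and 17.3.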

The PUFA compositions are shown in Supplementary Table 2. The read numbers and quality are shown in Supplementary Table 3. 

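By the paper's counts, the clean reads per library ranged from 38856160 to 44642404 in CL (median 43061584), from 41608410 to 43540884 in HL (median 42685086), from 40744518 to 45664960 in CM (median 43314154) and from 40382666 to 44651116 in HM (median 43538364). The fragments counted on genes differed in their means by -298976 between HL and CL (exact two-sided permutation test, p = 0.349). Between HM and CM the means differed by -201836 (exact permutation test, p = 0.540).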

Clean reads were obtained after removing the low-quality sequences. The results indicated that more than 81% of the total clean reads of the 20 liver and breast muscle samples matched the reference sequences and more than 66% of the total clean reads were uniquely mapped to the reference sequences. 

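Means over the paper's percentages gave 91.1 ± 1.27% of clean reads mapped in the liver (SD, n = 10) and 84.2 ± 1.24% in the breast muscle (SD, n = 10). The range over the 20 libraries was 81.91 to 94.02%. Uniquely mapped reads made up 83.6 ± 2.33% in the liver and 69.0 ± 1.87% in the breast muscle, between 66.75 and 87.90% in single libraries. Reads with several positions made up 7.46 ± 1.47% in the liver and 15.2 ± 1.87% in the breast muscle. Between the diets the unique share differed by -0.0740 percentage points in the liver (exact two-sided permutation test, p = 0.976) and by 0.602 in the breast muscle (exact permutation test, p = 0.675).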

The results demonstrated that all samples met the requirements for subsequent analysis. To assess intergroup differences and intragroup sample duplication, we performed PCA analysis on FPKM and read count of all samples, and the results showed same tissue aggregation and intergroup isolation (Figure 2A). 

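PCA was computed on log2(FPKM + 1) of 11256 genes, centred and not scaled. PC1 held 86.6% of the variance (jackknife standard error 1.49), PC2 3.25% and PC3 1.60%. The liver libraries had PC1 scores from 95.1 to 109.0 and the breast muscle libraries from -107 to -100.2, so PC1 separated the tissues with no overlap. Scaling each gene to unit variance moved the share of PC1 most, to 54.9%. The diet groups were compared by the mean distance between libraries of different groups minus that within groups. In the liver this separation was 6.38 (exact one-sided permutation test, p = 0.0317), with a mean distance of 65.0 between HL and CL, 55.1 within HL and 62.2 within CL. Without CL 1 it rose to 10.4 and without HL 4 it fell to 3.17. The p of this exact test exceeded 0.05 without HL 4 (0.127), HL 2 (0.0794), HL 5 (0.0556) or CL 4 (0.0556). The separation in the breast muscle was 1.33 (exact one-sided permutation test, p = 0.183), within the spread between ducks when all 10 libraries were used. It was 4.01 without HM 2 (exact permutation test, p = 0.00794, the smallest that 4 against 5 libraries allow), and it was below 0 without CM 2 (-1.22), CM 3, CM 4 or CM 5.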

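The median of log2(FPKM + 1) over the tested genes lay between 2.64 and 2.77 in all 20 libraries. The lower quartile was 1.43 ± 0.0733 (SD, n = 10) in the liver and 1.66 ± 0.0509 in the breast muscle, and the upper quartile 4.17 ± 0.0659 and 3.91 ± 0.0327. The 10 genes with the highest FPKM took 31.0 to 38.6% of the summed FPKM in the liver and 19.1 to 34.9% in the breast muscle. FPKM summed over all genes was lower in HL than in CL by a mean difference of -121924 (exact two-sided permutation test, p = 0.0317).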

The distribution of gene expression levels in different samples was shown in Figure 2B. And such data could produce a reliable basis for subsequent analysis.

**FIGURE 2:**
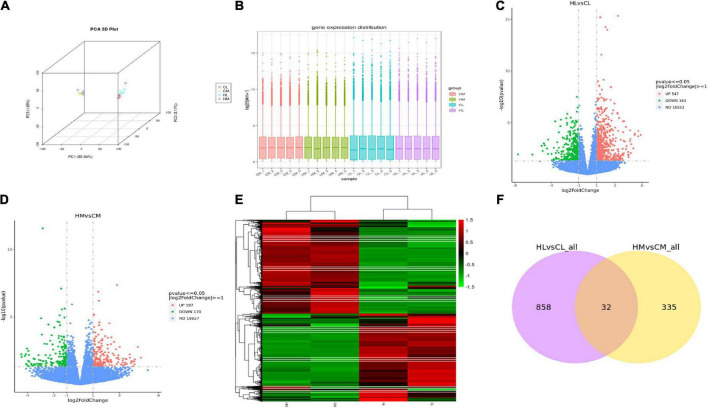
Transcriptomic analysis of liver and breast muscle tissues in the high linseed oil and control groups. **(A)** PCA 3D Plot of samples. **(B)** Box plot of sample gene expression distribution. **(C)** Volcano plots of the DEGs between HL and CL. **(D)** Volcano plots of the DEGs between HM and CM. **(E)** Cluster heatmap of the DEGs, red: upregulated genes; green: downregulated genes. **(F)** Venn diagram indicated unique and shared DEGs between HL vs. CL and HM vs. CM.

### Identification of differentially expressed genes and functional enrichment analysis

A total of 9,859 genes were annotated in the duck livers and 10,426 genes were annotated in the duck breast muscles. 

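Counting genes with a mean FPKM above 1 over the 10 libraries of a tissue gave 9608 genes in the liver and 10241 in the breast muscle. Counting genes with a mean above 1 in either diet group gave 9859 and 10426. The alternative that moved the counts most, an FPKM above 0 in at least 1 library, gave 18356 and 19870. In single libraries, between 9132 and 9634 genes exceeded an FPKM of 1 in the liver and between 9904 and 10185 in the breast muscle.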

With FDR < 0.05 and | log2-fold change| > 1 as the threshold, a total of 890 hepatic DEGs were identified including 547 upregulated genes and 343 downregulated genes (Figure 2C), and a total of 367 breast muscle DEGs were identified including 197 upregulated genes and 170 downregulated genes (Figure 2D). 

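In HL vs. CL, 9543 genes were tested and 12 were DEGs, 11 of them higher and 1 lower in HL. At an unadjusted p under 0.05 there were 1178 genes, and 189 of these also passed the fold threshold (92 higher and 97 lower). The alternative that moved the count of DEGs furthest was no filter with a pseudocount of 0.1 and unadjusted p, chosen after the data were seen, which called 603. Leaving out CL 1 gave 99 DEGs and leaving out HL 3 gave 60, while leaving out CL 2, CL 5 or HL 4 gave 3 each. Most DEGs were lower in HL without CL 1 (36 higher and 63 lower) and without HL 5 (8 and 10). The largest rise was that of TNFAIP2, with 7.29 ± 3.25 FPKM (SD, n = 5) in HL and 0.715 ± 0.307 in CL. Its log2 fold change was 2.18 (standard error 0.281, adjusted p = 0.0133 from limma). The macrophage mannose receptor gene MRC1 was at 50.9 ± 9.86 FPKM in HL and 12.9 ± 4.71 in CL, a log2 fold change of 1.93 (standard error 0.224, adjusted p = 0.00652). STAB2 rose by a log2 fold change of 1.59 (standard error 0.273, adjusted p = 0.0479), MGAT4A by 1.48 (standard error 0.171, adjusted p = 0.00652) and CPE by 1.42 (standard error 0.216, adjusted p = 0.0424). SCCPDH was the DEG that fell, from 238.1 ± 50.6 FPKM in CL to 105.9 ± 23.8 in HL, a log2 fold change of -1.16 (standard error 0.204, adjusted p = 0.0498). With each library left out in turn, the adjusted p of MRC1 stayed between 0.00264 and 0.0366 and that of MGAT4A between 0.00825 and 0.0321. The adjusted p exceeded 0.05 in at least 1 of these fits for TNFAIP2 (up to 0.0609), CPE (up to 0.143), STAB2 and SCCPDH (each up to 0.166).

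In HM vs. CM, 10148 genes were tested and 0 were DEGs, with a smallest adjusted p of 0.347. At an unadjusted p under 0.05 there were 558 genes, of which 42 passed the fold threshold (17 higher and 25 lower). No library left out changed the count of 0. Whether the effect of linseed oil differed between the tissues was tested as an interaction over 11256 genes, and it passed the thresholds for 1 gene, MRC1. With a block by duck, added after the data were seen and taking libraries of one diet and number as one duck, 0 genes passed and 972 had an unadjusted p under 0.05.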

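Between the tissues, 4203 of 10449 genes were DEGs in HL vs. HM (2069 higher in liver and 2134 higher in breast muscle), and 4456 of 10529 were DEGs in CL vs. CM (2145 and 2311). No filter with a pseudocount of 0.1 and unadjusted p, chosen after the data were seen, moved the counts most, to 7033 and 7258. Dropping the fold threshold gave 6665 and 7025. Among genes whose groups did not overlap, those with the largest fold changes were serum proteins on the liver side and sarcomere proteins on the other. ALB was at 112910 ± 23028 FPKM (SD, n = 5) in CL and 31.6 ± 30.1 in CM, a log2 fold change of 12.42 (standard error 0.645, adjusted p = 2.22e-09 from limma). In HL vs. HM its log2 fold change was 11.72 (standard error 0.606, adjusted p = 4.29e-09). After ALB came FGG (11.70) and FGB (11.34) in CL vs. CM, and FGA (10.83) and FGG (10.82) in HL vs. HM. ACTA1 was at 1.15 ± 0.554 FPKM in CL and 24832 ± 6237 in CM, a log2 fold change of -13.50 (standard error 0.234, adjusted p = 2.56e-13), and its log2 fold change in HL vs. HM was -13.70 (standard error 0.309, adjusted p = 3.36e-12). MYL1 (-12.38 and -12.57) and TNNT3 (-11.42 in both) had only 0 to 5 fragments per liver library, so their fold changes rest on the pseudocount.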

Other compassions were performed in Supplementary Figures 1A,B. There were 7876 DEGs between HL and HM, and there were 8003 DEGs between CL and CM. A hierarchical cluster analysis was performed by all DEGs, as shown in Figure 2E, there was considerable variation between livers and breast muscles. 

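Average-linkage clustering of the 20 libraries on 4917 genes that were DEGs in any comparison placed 20 of 20 libraries with their own tissue at the first split. Most of these genes were DEGs between the tissues, so their choice favoured this split. Inside the liver branch, CL 1 clustered with HL 1, HL 2, HL 4 and HL 5, and HL 3 with the remaining CL libraries. Inside the breast muscle branch, the smaller cluster held CM 2, CM 3 and HM 2, and the larger the other libraries of both diets. The liver split thus matched the diet except for CL 1 and HL 3, and the breast muscle split did not match it. Whether the liver split matched the diet more closely than chance gives was not tested.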

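Of the 8533 genes tested in both tissues, 0 were DEGs in both HL vs. CL and HM vs. CM. There were 9 liver DEGs among these genes, and none in the breast muscle. With unadjusted p and the same fold threshold, 132 genes passed in the liver and 22 in the breast muscle, and 0 were shared where chance gives 0.340. The setting that moved this number most was voom on the recovered fragments with unadjusted p, chosen after the data were seen, under which 13 genes were shared and chance gives 3.98.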

There were 32 common DEGs between HL vs. CL and HM vs. CM (Figure 2F). 

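For the tissue comparisons, 10231 genes were tested in both diets, of which 4122 were DEGs in HL vs. HM and 4295 in CL vs. CM. Both sets shared 3743 genes, all of them changed in the same direction, where 1730 would be shared by chance. Dropping the fold threshold raised the shared number to 5865, and no filter with a pseudocount of 0.1 and unadjusted p to 6070.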

While there were 6785 common DEGs between HL vs. HM and CL vs. CM (Supplementary Figure 1C).

The KEGG analysis showed that the top 20 KEGG terms were showed in Figure 3. And there were 7 common pathways (cytokine-cytokine receptor interaction, calcium signaling pathway, progesterone-mediated oocyte maturation, linoleic acid metabolism, steroid hormone biosynthesis, toll-like receptor signaling pathway, and neuroactive ligand-receptor interaction) enriched by DEGs from both HL vs. CL and HM vs. CM. 

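KEGG gene sets were not used here, so the enrichments were not tested again. Steroid hormone biosynthesis includes ST2B1, a sulfotransferase, to which 2 entries of the table fit equally well. One (LOC113844889) had a log2 fold change of 1.09 in HL vs. CL (standard error 0.425, adjusted p = 0.317 from limma) and of 0.64 in HM vs. CM (adjusted p = 0.898 from limma). The other (LOC101803633) had -0.58 and -0.01. No gene of any pathway passed the adjusted threshold in HM vs. CM.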

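Genes of fatty acid, PUFA, bile acid and steroid metabolism were compared between HL and CL at 18 entries of the table for 17 genes, within a fit of 9547 genes. Of these, 13 entries had an unadjusted p under 0.05. No entry passed the adjusted threshold over all genes tested, and 5 did when adjusted over the list alone, among them TBXAS1, PTGS2, PLA2G4A and ANGPTL4, which is not independent evidence since the list was chosen on these libraries. SCD was at 7.71 ± 7.43 FPKM (SD, n = 5) in HL and 77.1 ± 81.4 in CL, a log2 fold change of -2.58 (standard error 0.933, adjusted p = 0.280 from limma). The neighbouring desaturase genes FADS1 and FADS2 were lower in HL, by a difference within the spread between ducks. FADS1 was at 210.9 ± 83.9 FPKM in HL and 318.0 ± 134 in CL, a log2 fold change of -0.58 (standard error 0.306, adjusted p = 0.478 from limma), and FADS2 at 265.2 ± 121 and 463.5 ± 275, a log2 fold change of -0.72 (standard error 0.380, adjusted p = 0.478). For each of them 4 of 5 HL ducks lay below the median of CL (exact two-sided permutation tests, p = 0.127 for FADS1 and 0.135 for FADS2). ACOT6, taken as an ACOT6-like gene (LOC119717057), rose by 1.13 on the log2 scale (adjusted p = 0.374).

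In the arachidonic acid branch, TBXAS1 was at 2.16 ± 0.914 FPKM in HL and 0.612 ± 0.448 in CL (log2 fold change 0.95, standard error 0.249, adjusted p = 0.153 from limma). PTGS2 was low, with 14 to 160 fragments per HL library and 8 to 21 per CL library, and had a log2 fold change of 0.89 (adjusted p = 0.193). Without HL 3 its adjusted p was 0.0215 and that of TBXAS1 was 0.0229, and without CL 1 that of TBXAS1 was 0.0419 and that of GPX2 was 0.0444. With all 20 libraries in one fit the adjusted p was 0.04996 for PTGS2 and 0.0215 for TBXAS1. PLA2G4A rose by 0.61 and CYP3A40 (LOC101799374) by 1.02, while GPX2 fell by 0.98 and CYP2C16 (LOC101797318) by 0.84 on the log2 scale. The log2 fold change was 0.98 for ANGPTL4, 0.80 for CPT1B, 1.17 for ACSL5 and -1.79 for CYP7A1 (LOC101790267), with adjusted p from 0.255 to 0.460. FABP2 had 0 to 1 fragments per HL library and 1 to 6 per CL library, too few for a fold change.

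**Figure D2:**
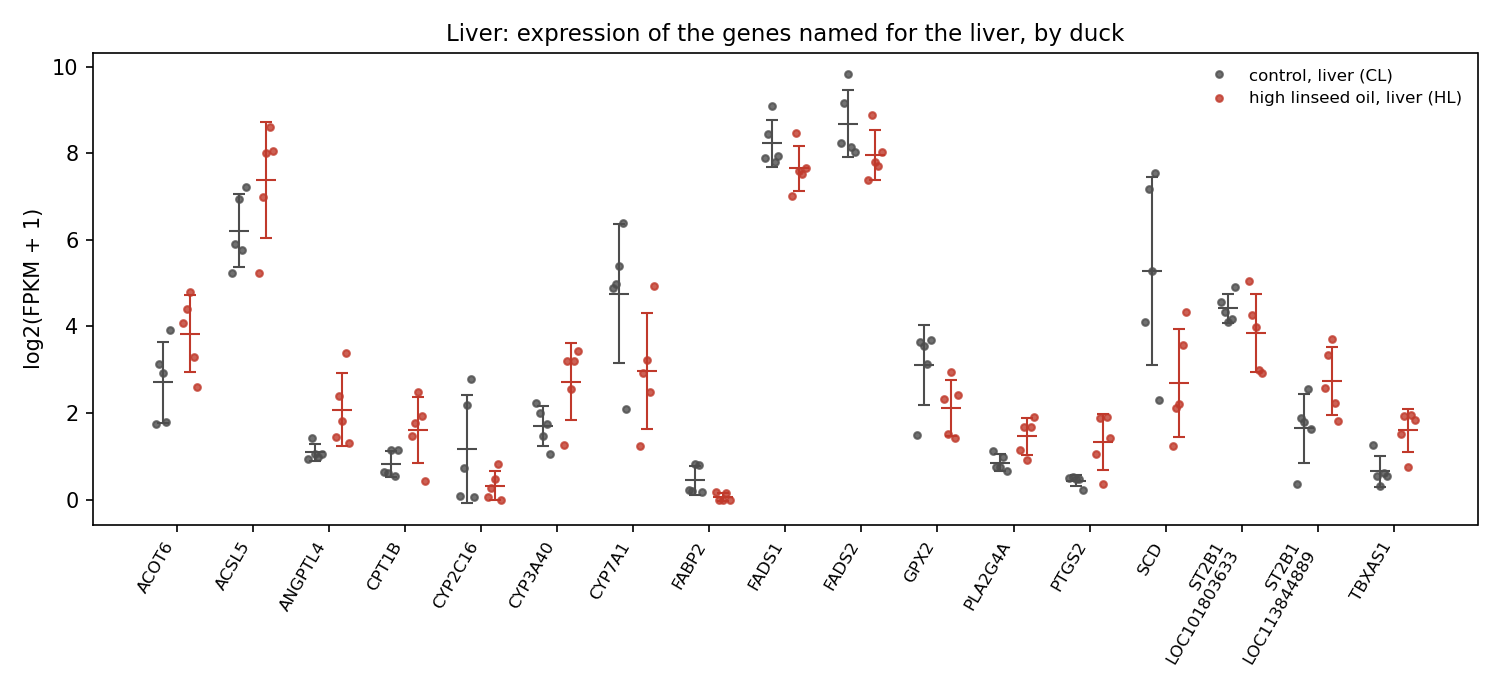
Expression as log2(FPKM + 1) of the liver genes reported here in each duck, CL in grey and HL in red. Points are ducks and bars show the mean ± SD of 5 ducks; the groups of FADS1 and FADS2 overlap.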

Differential genes in livers were mainly enriched in biosynthesis of unsaturated fatty acids (downregulated *SCD*, *FADS1*, *FADS2*, upregulated *ACOT6*), PUFAs (LA, ARA) metabolism (upregulated *PTGS2*, *TBXAS1*, *PLA2G4A*, and *CYP3A40*, downregulated *GPX2, CYP2C16*), PPAR signaling pathway (upregulated *ANGPTL4*, *CPT1B*, *ACSL5*, downregulated *SCD*, *FABP2*), steroid hormone biosynthesis (upregulated *CYP3A40*, *ST2B1*, downregulated *COMT*, *CYP7A1*, and *CYP2C16*). Differential genes in breast muscles were mainly enriched in LA or ALA acid metabolism (upregulated *CYP3A1*, *PLA2*), cytokine-cytokine receptor interaction (upregulated *IL16*, *INHBA*, *CX3CL1*, *TNFRSF17*, *CCL20*, downregulated *CNTFR*, *BMPR1B*, *CXCL14*), calcium signaling pathway (upregulated *HRH1*, *MCOLN2*, *P2RX5*, *OXTR*, *MCOLN3*, *BDKRB1*, downregulated *CAMK1G*, *ADCY8*), and steroid hormone biosynthesis (upregulated *CYP3A1*, *ST2B1*, downregulated *CYPC21*). 

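The named breast muscle genes were compared between HM and CM at 20 entries of the table; PLA2 was not assigned, because the name fits several genes. Of the 20 entries, 19 changed in the direction the paper gives, as did 17 of the 18 liver entries, and the exception in both tissues was ST2B1 (LOC101803633). In HM vs. CM 9 entries had an unadjusted p under 0.05. No entry passed the adjusted threshold over all genes tested, and IL16, CNTFR and HRH1 passed when adjusted over the list alone. Since the list was chosen on these libraries, that count is not independent evidence. Most were expressed at a low level: 17 of the 20 were below the FPKM filter. IL16 was at 0.71 ± 0.144 FPKM (SD, n = 5) in HM and 0.265 ± 0.0585 in CM, from 47 to 81 and 19 to 31 fragments per library, with a log2 fold change of 0.43 (standard error 0.102, adjusted p = 0.542 from limma). CNTFR was at 0.273 ± 0.201 FPKM in HM and 1.22 ± 0.619 in CM, a log2 fold change of -0.78 (standard error 0.188, adjusted p = 0.542). HRH1 was at 1.07 ± 0.263 and 0.456 ± 0.183 FPKM, a log2 fold change of 0.50 (standard error 0.132, adjusted p = 0.570).

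The genes past the filter were P2RX5 with 17.5 ± 11.7 FPKM in HM and 7.96 ± 1.98 in CM (log2 fold change 0.83, adjusted p = 0.886), CX3CL1 with a log2 fold change of 0.58 (adjusted p = 0.898) and CXCL14 with -0.67 (adjusted p = 0.817). CYP3A1 (LOC110352832) had 2 to 8 fragments per HM library and 0 to 2 per CM library. CYPC21, taken as a steroid 21-hydroxylase gene (LOC101794100), had 0 to 1 and 1 to 7. CCL20 was listed at 0 in every CM library and had 0 to 5 fragments in HM. For these 3 genes a fold change was not measurable at this depth. TNFRSF17 had a log2 fold change of 0.36 (adjusted p = 0.803) and INHBA of 0.54 (adjusted p = 0.911).

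**Figure D3:**
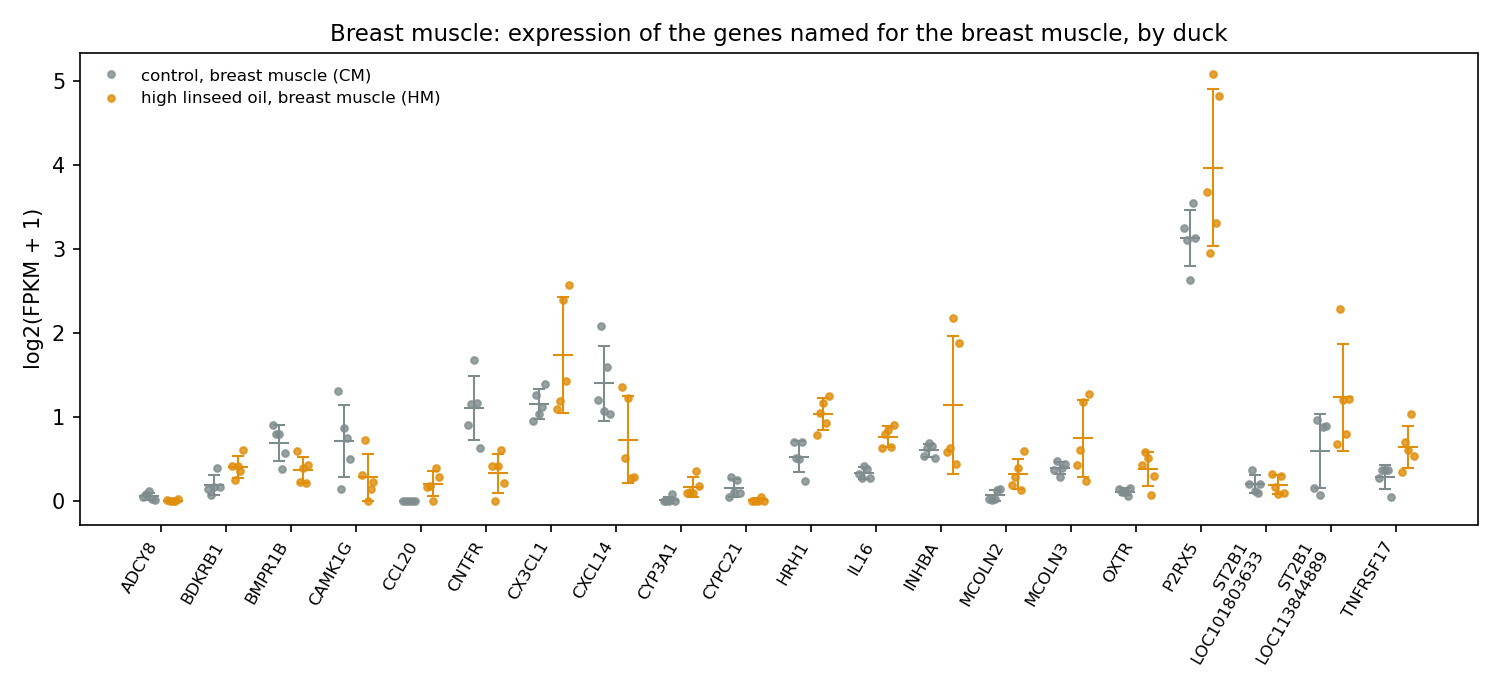
Expression as log2(FPKM + 1) of the breast muscle genes in each duck, CM in grey and HM in orange. Points are ducks and bars show the mean ± SD of 5 ducks; most genes lie below 1, which is an FPKM of 1.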

Of course, because of the difference in tissue function between the liver and breast muscles, there were 12 common pathways enriched by DEGs from both HL vs. HM and CL vs. CM included by biosynthesis of unsaturated fatty acids, PPAR signaling pathway, primary bile acid biosynthesis, cardiac muscle contraction, calcium signaling pathway (Supplementary Figure 2).

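The fold changes of FADS1, FADS2 and CPT1B were larger between the tissues than between the diets. FADS1 was at 2.52 ± 0.725 FPKM (SD, n = 5) in HM and 2.31 ± 0.543 in CM, and its log2 fold change was 5.86 in HL vs. HM (standard error 0.242, adjusted p = 5.27e-10 from limma). For FADS2 it was 6.62 (standard error 0.252, adjusted p = 2.54e-10), with 1.57 ± 0.473 FPKM in HM. SCD, lower in HL than in CL, was 1.67 higher in HL than in HM on the log2 scale and 4.10 higher in CL than in CM. CPT1B, the muscle form of carnitine palmitoyltransferase 1, was at 169.4 ± 45.6 FPKM in HM and 2.39 ± 1.55 in HL, a log2 fold change of -5.75 (standard error 0.329, adjusted p = 1.09e-08). CYP7A1 (LOC101790267), of primary bile acid biosynthesis, was listed at 0 in every HM library.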

**FIGURE 3:**
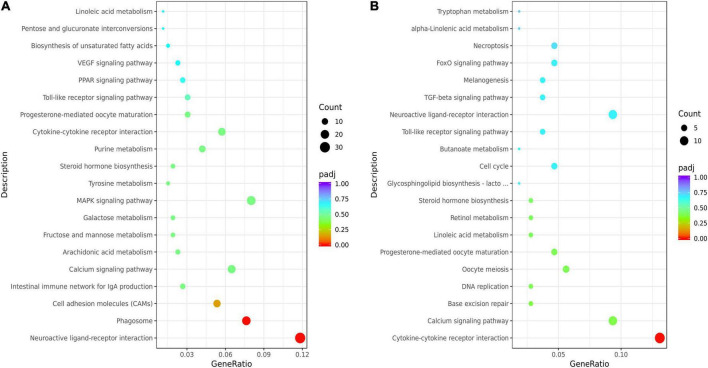
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the liver or breast muscle samples affected by linseed oil. **(A)** Bubble diagram of the top 20 KEGG pathway enrichments for the HL vs. CL comparisons. **(B)** Bubble diagram of the top 20 KEGG pathway enrichments for the HM vs. CM comparisons. The ordinate indicates the pathways.

### RT-qPCR validation of key genes

Since the PUFA metabolic pathways were involved by the DEGs, We further selected the key genes (*ELOVL2*, *ELOVL5*, *FADS1*, *FADS2*, *CPT1B*, *CPT2* and *CAV1*, *CD36*, *FABP4*, *FABP5*, *FATP1*, *FATP6*) related to n-3 polyunsaturated FA synthesis and transportation for quantitative verification. The expression levels of genes in the liver and breast muscle of ducks were shown in Figures 4A,B. The result was coincide with that of transcriptome result (Supplementary Figure 3). 

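In the RNA-seq libraries the 12 genes measured by RT-qPCR corresponded to 13 entries of the table, because FATP6 fits LOC101798994 and LOC101799927 equally well. In the liver 0 entries passed the adjusted threshold over all genes tested, 3 had an unadjusted p under 0.05 and 1 passed when adjusted over the list alone. That entry was FATP6 (LOC101798994), at 89.5 ± 26.5 FPKM (SD, n = 5) in HL and 45.4 ± 6.22 in CL, a log2 fold change of 0.92 (standard error 0.228, adjusted p = 0.132 from limma). Its adjusted p was 0.0498 without HL 1 and 0.0108 with all 20 libraries in one fit. CAV1 had a log2 fold change of 0.68 (adjusted p = 0.281). FABP4 (LOC101792626) was at 3.14 ± 1.76 FPKM in HL and 3.51 ± 2.67 in CL, a log2 fold change of -0.01 (standard error 0.449) whose sign changed with the pseudocount. FABP5 had a log2 fold change of 0.11 (standard error 0.241), which became negative without HL 2. ELOVL2 (0.01, standard error 0.597), ELOVL5 (-0.30, standard error 0.267), CPT2 (0.18), FATP1 (-0.11) and CD36 (0.21) differed by less than the spread between ducks.

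Of the same entries in the breast muscle, 0 passed the adjusted threshold, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. This was CD36, at 66.1 ± 53.4 FPKM in HM and 21.4 ± 7.54 in CM, a log2 fold change of 1.37 (standard error 0.402, adjusted p = 0.596 from limma). It lay above the median of CM in 5 of 5 HM ducks (exact two-sided permutation test, p = 0.0159). The difference between its effects in liver and muscle was not past the threshold (interaction -1.16, adjusted p = 0.609). FADS1 had a log2 fold change of 0.08 and FADS2 of 0.12 in the breast muscle. FABP4 (0.06), FABP5 (0.41), CPT1B (0.44), CAV1 (-0.27) and FATP1 (0.33) differed by less than the spread between ducks as well. From the presence of PUFA metabolic pathways among the DEGs, the paper reasons to the choice of these genes for RT-qPCR, and it states that the RT-qPCR and transcriptome results coincided.

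**Figure D4:**
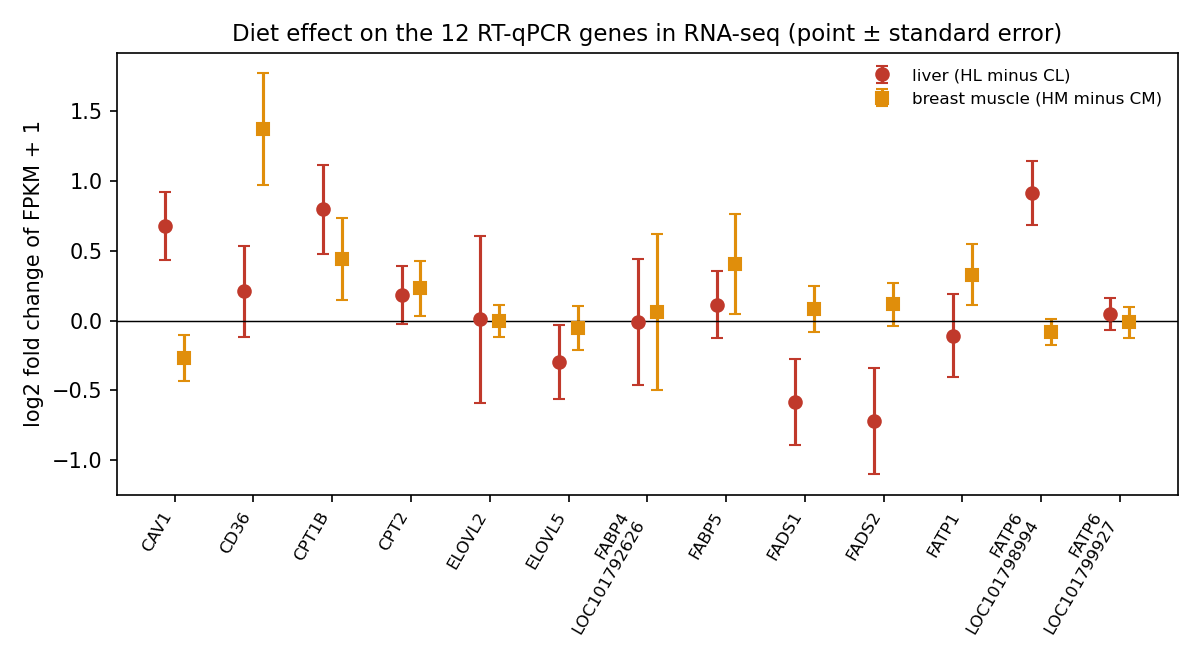
Log2 fold change (linseed oil against control, on log2(FPKM + 1)) in RNA-seq of the genes measured by RT-qPCR, red circles for the liver and orange squares for the breast muscle. Points show the estimate and bars its standard error; CD36 in the breast muscle has the largest value, 1.37.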

Dietary linseed oil supplementation had significant effects (*P* < 0.05) on the expression levels of liver desaturase and carbon chain extension enzyme genes. With the increase in linseed oil level, the expression levels of most genes first increased and then decreased. *ELOVL2* and *ELOVL5* mRNA expression levels were higher (*P* < 0.05) in the low linseed oil group than in the control, medium, and high linseed oil groups. Hepatic *FADS1* and *FADS2* mRNA expression levels were higher (*P* < 0.05) in the control and low-linseed-oil groups than in the medium and high-linseed-oil groups. Although there were changes in these genes in breast muscle, the differences were not statistically significant (*P* > 0.05). Hepatic *FABP4* and *FABP5* mRNA expression levels increased significantly (*P* < 0.05) in the medium and high linseed oil groups compared to that in the control and low linseed oil groups. Breast muscle *CD36* mRNA expression increased (*P* < 0.05) in all linseed oil groups, whereas the expression levels of *FATP6* were lower (*P* < 0.05) in the medium and high linseed oil groups than in the control and low linseed oil groups.

**FIGURE 4:**
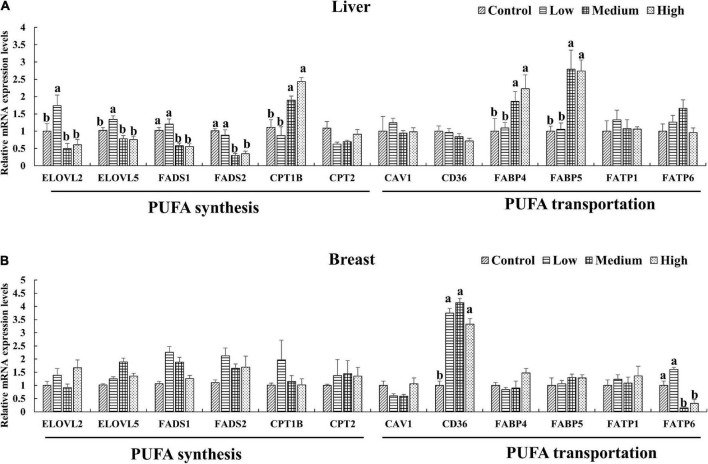
Expression of key genes verified by RT-qPCR in liver **(A)** and breast muscle **(B)**. Mean values marked with different letters in the same column indicate significant differences (*P* < 0.05, *n* = 8).

### Integrative analysis the effects of linseed oil on the polyunsaturated fatty acid transport and synthesis pathways in the liver and breast muscle

Combined with the results of the FAs profile and genes expression analyses, we constructed a model diagram of the effect of linseed oil on the liver and breast muscle of ducks (Figure 5). Supplementation with linseed oil increased the synthesis of n-3 PUFA and the content of LA in the liver and breast muscle and decreased the synthesis of n-6 PUFA downstream of LA in the liver. Moreover, linseed oil had a significant influence on PUFA synthesis in the liver. Based on the shared enzyme system of n-6 and n-3 PUFA synthesis, the different distribution of enzymes caused by the substrate ALA may be the main reason for the change in the liver PUFA profile. *FABP4* and *FABP5*, which play an important role in liver PUFA transport, were upregulated in this organ. Linseed oil had little effect on PUFA synthesis genes in breast muscle, but the expression levels of *CD36* increased significantly with the increase in linseed oil, suggesting that PUFA in breast muscle may be partly derived from the transport of other tissues such as the liver, and PUFA transporters *CD36* play an important role in this process.

**FIGURE 5:**
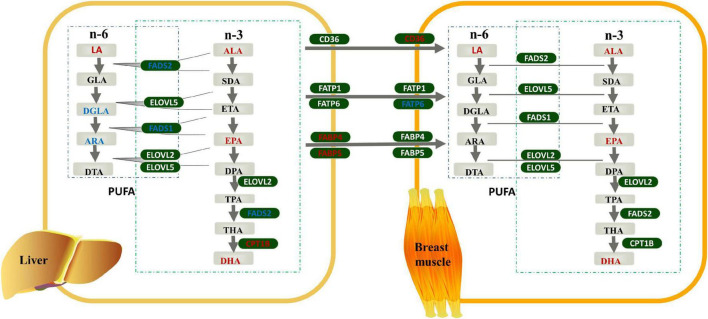
Effects of linseed oil on the polyunsaturated fatty acid (PUFA) synthesis and transport pathways in duck liver and breast muscle. Green boxes indicate genes, gray boxes indicate metabolites, red font indicate upregulated, blue font indicate downregulated.

## Discussion

Linseed oil is the richest terrestrial source of n-3 fatty acids; it contains more than 35% ALA. n-3 PUFA have several health benefits, and high levels of such FAs in meat products would be desirable. Runzhou white-crested ducks were small sized meat ducks, with a marketing weight of about 1.4 kg. We evaluated the effects of dietary linseed oil on the liver and breast muscle of ducks. The results of this study reveal that diets with different amounts of linseed oil levels did not influence the body weight, ADFI, or FCR in ducks during the 28 d phase when dietary oil was supplemented at 0–2%. Similar findings have been reported in poultry fed diets supplemented with linseed oil (4, 20). This result could be attributed to the similar fat content in the experimental diets or the similar feed intake during the trial. Dietary linseed oil ratios had no effects on physical properties or chemical composition in duck breast muscle, which is consistent with corresponding results of both chickens and ducks (4, 21). While the study in pigs showed that high PUFA supplementation concentration improved IMF content and reduced meat color L* and pH 24 h, whereas low concentration decreased meat color b* and increased ADFI (22). Further, breast-meat sensory quality is not affected in broilers fed 100 g/kg flaxseed for 14 days (23). However, significant fishy odor and taste were recorded when chickens are fed a diet containing 7% linseed oil, whereas no significant differences in texture, tenderness, or juiciness of breast meat were reported (24).

In contrast to mammals, fat synthesis in birds is greater in the hepatic tissue and very limited in the adipose tissue. Fats that are metabolized in the liver are derived from three main sources: dietary fat, depot fat, and fat from *de novo* fatty acid synthesis (25). Dietary fatty acid composition and animal synthesis determine the fatty acid composition of the liver. Linseed oil is a valuable source of ALA in poultry diets and is effectively incorporated from the feed to the bird’s tissues (26). The n-3 PUFA synthesis pathway involves *FADS1*, *FADS2*, *ELOVL2*, and *ELOVL5*, which are affected by the nutritional status of the organism (11, 27, 28). Poultry have been shown to have strong elongating and desaturating activity during PUFA synthesis (10, 29, 30). Dietary linseed oil increases n-3 PUFA (ALA) concentrations and decreases n-6: n-3 PUFA ratios in birds fed diets. In this study, the contents of n-3 PUFAs (ALA, EPA, and DHA) increased in duck liver and breast muscle with increasing dietary linseed oil ratios, which is consistent with previous reports (31, 32). Correlation analysis results show that sex had no effect on most PUFA levels in breast muscles or livers, and previous studies have shown that sex had little effect on fatty acid composition in breast muscle and liver (33). In addition, most existing studies have focused on the detection of FA composition, and few studies have conducted correlation analysis. The results show that different linseed oil supplementation levels caused changes in fatty acids in the liver and breast muscle, and the content of n-3 fatty acids was significantly increased. There was no significant correlation between total fatty acids, SFA, MUFA, and n-6 PUFAs in the liver and breast muscle, whereas n-3 PUFA, ALA, EPA, and DHA levels in the liver and breast muscle were positively correlated, indicating that the change in n-3 PUFA induced by daily grain intake was systemic. The status of n-3 PUFA in other tissues can be roughly inferred from the level of n-3 PUFA in known tissues. In addition, BW was negatively correlated with n-3 PUFA levels, especially DHA levels, in the liver. Animal and human studies have also revealed that supplementation with EPA and DHA can prevent obesity and possibly improve BW in obese animals and humans (34).

Compared with the control group, the expression of genes related to polyunsaturated fatty acid synthesis, such as *SCD*, *FADS1*, and *FADS2*, were downregulated, while the expression of genes related to polyunsaturated fatty acid metabolism, such as *PTGS2*, *TBXAS1*, and *PLA2G4A*, was upregulated in the liver of ducks in the high linseed oil group. Cytosolic phospholipase A2 (cPLA2, PLA2G4A) catalyzes the release of arachidonic acid for prostaglandin synthesis by cyclooxygenase 1 (PTGS1), cyclooxygenase 2 (PTGS2), and thromboxane synthase (TBXAS1) (35). The DEGs, *PTGS2*, *TBXAS1*, and *PLA2G4A*, play important roles in downstream metabolites synthesis. n-6 PUFA (ARA) and n-3 PUFA (EPA, DHA) are two kinds of competitive substrates for the enzymes and products of PUFA metabolism (6). DHA- and EPA-derived eicosanoids antagonize the pro-inflammatory effects of ARA is as the substrate converted to prostaglandins, leukotrienes and other lipoxygenase or cyclooxygenase products. These products are important regulators of cellular functions with inflammatory, atherogenic and prothrombotic effects (2). Dietary linseed oil increased the synthesis of n-3 PUFAs in liver and promoted the expression of genes related to downstream anti-inflammatory metabolites synthesis, which is speculated to maintain the healthy state of ducks. Previous studies mainly focused on quantitative detection of genes related to PUFA synthesis, but little attention has been paid to the effect of dietary linseed oil on muscle transcriptome level. And we found that linseed oil mainly induced changes in the expression levels of genes in breast muscles, such as *CYP3A1*, *PLA2*, *ST2B1*, *IL16*, *INHBA*, *TNFRSF17*, which related to PUFA (linoleic acid or alpha-linolenic acid) and its metabolites (glycosphingolipid, steroid hormone, progesterone) metabolic pathways.

Genes related to n-3 PUFA synthesis and transportation were further verified by RT-qPCR. Most of the hepatic genes involved in PUFA synthesis showed the highest expression level in the low linseed oil group, and, as the proportion of linseed oil further increased, the gene expression levels decreased. This finding is consistent with that described by Li et al. (4). And the expression of FADS2 is proved to be changed over time according to the dietary n-6: n-3 ratio, supporting that metabolic enzymes of long-chain PUFA are regulated by dietary fatty acid composition (36). Besides, researchers have suggested that the consumption of an n-3 enriched diet stimulates mRNA expression of *FADS2* owing to the higher affinity of *FADS2* for n-3 than for n-6 (33, 37). Interestingly, the conversion of n-3 and n-6 fatty acids shares the same desaturase and elongase series. There is competition between the n-3 and n-6 fatty acid families; an excess of one leads to a significant reduction in the conversion of the other (24). We also found that hepatic LA increased, whereas the downstream n-6 PUFA (DGLA and ARA) decreased with increasing dietary linseed oil ratios. This may reflect the possibility that the increase in n-3 PUFA synthesis does not depend on the increase in related enzymes but on the increase in substrates (ALA) and the allotted enzyme proportion. The increased synthesis of EPA and DHA using ALA as a substrate competitively inhibits the transformation of LA to downstream DGLA and ARA.

The fatty acid binding protein (*FABP*) family comprises a series of small proteins that act as lipid uptake and intracellular transporters, including *FABP4* and *FABP5* (38). Both play an important role in lipid-related metabolic processes and are associated with liver fat, independent of obesity (39). *FABP4/5*-deficient mice do not exhibit any extension in their lifespan (40). In duck livers, linseed oil caused high expression levels of *FABP4* and *FABP5*, and the supplement level of linseed oil was negatively correlated with the body weight. These results indicate that the increased expression levels of *FABP4* and *FABP5* in linseed oil-supplemented duck liver is related to the transport of PUFA, they but do not lead to body weight gain. *CD36* is a high-affinity receptor that functions in muscle and adipose tissues uptake of long-chain fatty acids (41). Furthermore, the increasing CD36 protein of the muscle or the translocation of CD36 from an intracellular pool to the plasma membrane can promote LCFA transport (42). Our results show that *CD36* was upregulated by linseed oil in the duck breast muscles. This is consistent with the results of previous studies (43, 44). FATPs are a group of transport proteins that mediate the uptake of long-chain fatty acids (45). The study in both human and mouse showed that sustained skin barrier disruption gives rise to increases in FATP1 and –6 levels, as well as a robust increase in the levels of CD36 protein (46). We found that linseed oil decreased the expression level of *FATP6*; however, whether this affects barrier changes in ducks is unknown, and there are few relevant studies on *FATP6*. The metabolic mechanism of PUFA in the duck body induced by dietary linseed oil is currently unclear and needs to be further investigated.

## Conclusion

Dietary linseed oil supplementation for 28 days had little adverse effect on the performance and breast meat quality of ducks, but it enriched the meat with ALA, EPA, and DHA and decreased the n-6-to-n-3 ratio. Therefore, it is appropriate for health-conscious consumers. The levels of n-3 PUFA, especially DHA, in the liver were negatively correlated with the BW of ducks. The liver is an important tissue for PUFA synthesis. Members of the n-6 and n-3 FUFAs compete for the corresponding desaturase and elongase enzymes. The increase in ALA reduces the expression of *FADS1* and *FADS2*, increases the expression of *PTGS2*, *TBXAS1*, and *PLA2G4A* in the liver, and the substrate-dependent PUFA metabolic pattern promotes the synthesis and metabolic pathways of n-3 PUFA, while inhibiting the synthesis and metabolic pathways of n-6 PUFA. n-3 PUFA in breast muscle is not only synthesized by itself but also derived from transport from other tissues, such as the liver. The expression levels of PUFA transport-related genes, such as *FABP4* and *FABP5* in the liver, and *CD36* in the breast muscle are increased. This study provides nutrition- and gene-regulated perspectives for n-3 PUFA-enriched poultry production and reference for the effects of linseed oil intake on lipid metabolism in human. Further studies are needed to explore the effect of ALA on the relationship between cells (liver or breast muscle) and PUFA metabolism.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE214632.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of Yangzhou University.

## Author contributions

GBC and LW conceived and designed the study. XH and AZ collected the samples. BD, LW, and ZW performed the experiments and analyzed the data. LW wrote the manuscript. GHC and ZW contributed to revisions of the manuscript. All authors read and approved the manuscript.

# Supplementary material for: Dietary linseed oil affects the polyunsaturated fatty acid and transcriptome profiles in the livers and breast muscles of ducks
**Source:** Front Nutr. 2022 Oct 28;9:1030712. doi: 10.3389/fnut.2022.1030712
**Supplement:** Supplementary file 1

Supplementary Table 1. Sequences of primer pairs of mRNA

| Gene | Forward | Reverse | products(bp) |
| --- | --- | --- | --- |
| *ELOVL2* | CCAAGGTGCTGTGGTGGTAT | CGCAGGGTATCCAGTTCAGG | 162 |
| *ELOVL5* | ATGAACTGGGTGCCTTGTGG | CAGATACGGACGCATTGCTG | 117 |
| *FADS1* | TTCCGTGAACTCCGTGTAGC | CCTGGACAGTGCCTAGAAGC | 181 |
| *FADS2* | TGCAACATCGAGCAGTCCTT | TGTTGGAAACAGGTGGTGCT | 81 |
| *CPT1B* | GCTACGGCGTCTCCTACATC | GATGTTCCTCCCGAAACGCT | 107 |
| *CPT2* | TATCCGTCCTGCCTCTATTC | GAGATGTCGGTCAAATCCCT | 166 |
| *CAV1* | AGGGCAACATCTACAAGCCC | GTTCCCTCTGGCTCAGCAAT | 172 |
| *CD36* | TCGTTTCGCAGTTCCTCGTGAAG | AGCTGTTGTGCAGTTCTGGGATATG | 103 |
| *FABP4* | GTGTGGCCAAGCCCAATGTA | TAGTCCCTTTGCCATCCCAC | 207 |
| *FABP5* | GATGGCAGAAAAACTCAGACGC | TCCATCCACAAGTTTCCGTGT | 111 |
| *FATP1* | GCCGGATTTTGCCCAATGTT | CGCAGGGGATCCTGTTGATT | 154 |
| *FATP6* | ACCTTTGTAACCAGCCCAGG | GGGCCAAACCTCATCAGGAA | 130 |
| *β-ACTIN* | ATGTCGCCCTGGATTTCG | CACAGGACTCCATACCCAAGAA | 165 |
| *GAPDH* | ATGTTCGTGATGGGTGTGAA | CTGTCTTCTGTGTGGCTGT | 175 |

*ELOVL2*, elongation of very long-chain fatty acids enzyme 2; *ELOVL5*, elongation of very long-chain fatty acids enzyme 5; *FADS1*, fatty acid desaturase 1; *FADS2*, fatty acid desaturase 2; *CPT1B*, carnitine palmitoyltransferase 1B; *CPT2*, carnitine palmitoyltransferase 2; *CAV1*, Caveolin 1; *CD36*, cluster of differentiation 36; *FABP4*, fatty acid binding protein 4; *FABP5*, fatty acid binding protein 5; *FATP1*, fatty acid transport protein 1; *FATP6*, fatty acid transport protein 6; *β-ACTIN*, Beta-actin; *GAPDH*, glyceraldehyde-3-phosphate dehydrogenase.

Supplementary Table 2. Fatty acid composition of liver samples used for RNA-seq

| Sample | TFA | n-6 PUFA | n-3 PUFA | ALA(C18:3n-3) | EPA(C20:5n-3) | DHA(C22:6n-3) | n-6/n-3 |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CL.1 | 2.29 | 90.50 | 6.26 | 0.62 | 0.35 | 5.29 | 14.46 |
| CL.2 | 2.03 | 80.46 | 4.66 | 0.55 | 0.73 | 3.38 | 17.27 |
| CL.3 | 2.36 | 93.48 | 8.68 | 1.28 | 0.50 | 6.90 | 10.77 |
| CL.4 | 2.46 | 92.02 | 6.05 | 0.64 | 0.33 | 5.08 | 15.21 |
| CL.5 | 2.34 | 91.30 | 7.13 | 0.57 | 0.33 | 6.23 | 12.81 |
| **Average** | **2.30** | **89.55** | **6.56** | **0.73** | **0.45** | **5.38** | **14.10** |
| HL.1 | 2.70 | 81.93 | 32.76 | 14.10 | 3.46 | 15.20 | 2.50 |
| HL.2 | 3.78 | 127.85 | 30.14 | 11.67 | 2.83 | 15.64 | 4.24 |
| HL.3 | 2.73 | 99.03 | 28.41 | 8.81 | 1.74 | 17.86 | 3.49 |
| HL.4 | 2.65 | 81.84 | 23.42 | 15.27 | 1.13 | 7.02 | 3.49 |
| HL.5 | 1.98 | 72.73 | 20.81 | 4.48 | 2.05 | 14.28 | 3.49 |
| **Average** | **2.77** | **92.68** | **27.11** | **10.87** | **2.24** | **14.00** | **3.44** |
| CM.1 | 84.65 | 32.29 | 1.13 | 0.20 | 0.10 | 0.83 | 28.58 |
| CM.2 | 58.14 | 23.44 | 0.83 | 0.20 | 0.10 | 0.52 | 28.40 |
| CM.3 | 70.44 | 30.82 | 1.11 | 0.11 | 0.08 | 0.91 | 27.88 |
| CM.4 | 74.18 | 31.11 | 1.26 | 0.17 | 0.10 | 0.99 | 24.72 |
| CM.5 | 56.92 | 22.81 | 0.85 | 0.17 | 0.06 | 0.62 | 26.86 |
| **Average** | **68.87** | **28.09** | **1.03** | **0.17** | **0.09** | **0.77** | **27.29** |
| HM.1 | 62.37 | 24.32 | 4.29 | 0.96 | 0.59 | 2.74 | 5.67 |
| HM.2 | 95.70 | 37.22 | 4.55 | 1.01 | 0.61 | 2.92 | 8.18 |
| HM.3 | 66.39 | 27.55 | 3.07 | 0.63 | 0.49 | 1.95 | 8.97 |
| HM.4 | 94.79 | 39.79 | 4.30 | 1.02 | 0.85 | 2.43 | 9.25 |
| HM.5 | 64.61 | 28.00 | 3.92 | 0.63 | 0.51 | 2.78 | 7.14 |
| **Average** | **76.77** | **31.38** | **4.03** | **0.85** | **0.61** | **2.57** | **7.84** |

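Supplementary Table 2 lists, for each of the ducks used for RNA-seq, the content of single PUFAs in the liver or the breast muscle and their sums. Each line is the liver or the breast muscle of 1 duck, so that the fatty acid values of a sample can be set beside its library. The n-6/n-3 ratio has no unit and can be compared between the tissues, while the contents depend on how much fat the tissue holds.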

Note: CL means duck liver of control group, HL means duck liver of high linseed oil group, TFA for CL means total fatty acid (g/100 g), TFA for HM and other fatty acid components (mg/100 g).

Supplementary Table 3. Summary of genome mapping of mRNA libraries

| sample | total_reads | total_map | unique_map | multi_map | positive_map | negative_map |
| --- | --- | --- | --- | --- | --- | --- |
| CL.1 | 38856160 | 36532865(94.02%) | 34153563(87.9%) | 2379302(6.12%) | 17058601(43.9%) | 17094962(44.0%) |
| CL.2 | 43041066 | 38926912(90.44%) | 36463132(84.72%) | 2463780(5.72%) | 18199270(42.28%) | 18263862(42.43%) |
| CL.3 | 43061584 | 38840115(90.2%) | 35362336(82.12%) | 3477779(8.08%) | 17675870(41.05%) | 17686466(41.07%) |
| CL.4 | 44642404 | 40317386(90.31%) | 35738257(80.05%) | 4579129(10.26%) | 17821590(39.92%) | 17916667(40.13%) |
| CL.5 | 43512064 | 39278534(90.27%) | 36324972(83.48%) | 2953562(6.79%) | 18144114(41.7%) | 18180858(41.78%) |
| HL.1 | 42685086 | 38609807(90.45%) | 35065813(82.15%) | 3543994(8.3%) | 17565431(41.15%) | 17500382(41.0%) |
| HL.2 | 42221980 | 38501811(91.19%) | 34722263(82.24%) | 3779548(8.95%) | 17353271(41.1%) | 17368992(41.14%) |
| HL.3 | 43540884 | 39983335(91.83%) | 36922367(84.8%) | 3060968(7.03%) | 18436951(42.34%) | 18485416(42.46%) |
| HL.4 | 43457360 | 39066213(89.9%) | 35792605(82.36%) | 3273608(7.53%) | 17863033(41.1%) | 17929572(41.26%) |
| HL.5 | 41608410 | 38346754(92.16%) | 35928053(86.35%) | 2418701(5.81%) | 17928274(43.09%) | 17999779(43.26%) |
| CM.1 | 43314154 | 36324151(83.86%) | 29154756(67.31%) | 7169395(16.55%) | 14581633(33.66%) | 14573123(33.65%) |
| CM.2 | 43922074 | 36985279(84.21%) | 30197160(68.75%) | 6788119(15.45%) | 15063172(34.3%) | 15133988(34.46%) |
| CM.3 | 41914364 | 34805619(83.04%) | 28640659(68.33%) | 6164960(14.71%) | 14328676(34.19%) | 14311983(34.15%) |
| CM.4 | 45664960 | 38489038(84.29%) | 30867240(67.6%) | 7621798(16.69%) | 15410245(33.75%) | 15456995(33.85%) |
| CM.5 | 40744518 | 34344284(84.29%) | 29098926(71.42%) | 5245358(12.87%) | 14545047(35.7%) | 14553879(35.72%) |
| HM.1 | 44198082 | 37029208(83.78%) | 30545034(69.11%) | 6484174(14.67%) | 15293969(34.6%) | 15251065(34.51%) |
| HM.2 | 44651116 | 36571859(81.91%) | 30143744(67.51%) | 6428115(14.4%) | 15102788(33.82%) | 15040956(33.69%) |
| HM.3 | 40382666 | 34254770(84.83%) | 28741096(71.17%) | 5513674(13.65%) | 14394790(35.65%) | 14346306(35.53%) |
| HM.4 | 43538364 | 37479310(86.08%) | 29061443(66.75%) | 8417867(19.33%) | 14531725(33.38%) | 14529718(33.37%) |
| HM.5 | 41524340 | 35689983(85.95%) | 29845758(71.88%) | 5844225(14.07%) | 14944904(35.99%) | 14900854(35.88%) |

Note: sample; total_reads; clean readsl; total_map: number and percentage of reads compared to the genome; unique_map: the number and percentage of reads compared to a unique location in the reference genome (for subsequent quantitative data analysis of reads); multi_map: number and percentage of reads compared to multiple locations in the reference genome; positive_map: the number and percentage of reads compared to the positive strand of the reference genome; negative_map: the number and percentage of reads compared to the negative strand of the reference genome.

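The fragments behind the deposited FPKM values can be set against the uniquely mapped reads of this table. For each 100 uniquely mapped read pairs, between 81.6 and 91.0 fragments were counted on genes over the 20 libraries (median 87.5).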

How the deposited data were processed for this re-analysis (not part of the article)

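RNA-seq data of liver and breast muscle from 10 male ducks were analysed, 5 fed the control diet (groups CL and CM) and 5 fed the diet with 2% linseed oil (groups HL and HM), 20 libraries in all. Each library was assigned to its group and number from the sample labels and the paper's sample list. The labels give day 28 and the paper gives 28 days of feeding to 56 days of age; both describe the same ducks, and the paper's times were used.

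The authors deposited one table of FPKM values for 25117 genes in 20 columns, 1 per library. By the paper's methods, mRNA was purified with poly-T beads, size-selected fragments were sequenced on an Illumina platform, clean reads were aligned with Hisat2 2.0.5 to a duck reference genome, and uniquely mapped reads were used for quantification. The authors called DEGs with DESeq2 1.24.0. The genome build is not named in the paper's text, so no coordinates are given. Of the gene identifiers in the table, 20868 matched the RefSeq gene table of the telomere-to-telomere Pekin duck assembly of IASCAAS, which was used only for names and for which genes neighbour each other. Genes sharing sequence with close copies (the cytochrome P450, sulfotransferase and fatty acid transporter genes) may have lost reads to those copies, since only uniquely mapped reads were counted. The strand used in counting is not stated in the paper's text.

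Within a library each FPKM value multiplied by the gene's length was a whole multiple of one step, for 100% of the values in all 20 libraries. The number of fragments per gene was recovered from this step. The depth was 15417718 to 16705165 fragments in the liver libraries and 11852903 to 13432987 in the breast muscle libraries. The denominators of the FPKM values equalled the median-of-ratios size factor of each library times a constant (ratio 1), so the deposited values were already scaled across the libraries and were not scaled again. The main test was chosen for the deposited unit, FPKM. DESeq2, which the authors used, was not run on the recovered fragments.

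Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) on log2(FPKM + 1). Each diet comparison used the 10 libraries of its tissue, each tissue comparison the 10 libraries of its diet, and the interaction of diet and tissue all 20. Genes with an FPKM of at least 1 in at least 5 of the fitted libraries were tested. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change above 1 or below -1. The genes the paper names were tested in a separate fit of the same kind that added those below the filter, with 9547 genes in the liver and 10168 in the breast muscle, and counts of DEGs come from the fit without them. All unadjusted and adjusted p-values of single genes are from limma unless an exact permutation test is named. Single measures were compared between 5 and 5 libraries by exact permutation tests over 252 relabellings, two-sided unless stated otherwise. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

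The genes named in the text were set by a rule. They are every gene the paper names for RNA-seq or RT-qPCR of that tissue; in HL vs. CL and HM vs. CM the 5 largest rises and the 5 largest falls among DEGs with a symbol whose groups do not overlap; and in each of HL vs. HM and CL vs. CM the 3 largest in each direction. The tissue fold changes of FADS1, FADS2, SCD, CPT1B and CYP7A1, the other liver DEGs and the genes named for single lists were added to these after their values were seen. ACOT6, CYP3A40, CYP2C16, CYP7A1, CYP3A1, CYPC21 and FABP4 were matched to entries by the description in the reference table. ST2B1 and FATP6 each fit 2 entries, and both were kept. PLA2 was not assigned. The values of 1 liver gene are not reported here, though it is included in the counts.

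Gene lists were tested with camera (preset correlation 0.01), with fry (statmod 1.5.0) and an estimated correlation as alternatives. These 14 lists were SREBP lipogenic genes, cholesterol synthesis, PPAR alpha targets, immune cells, cell cycle, interferon, immediate early genes, and markers of adipose tissue, pancreas, skeletal muscle, red blood cells, liver, skin and type I fibres. A further 7 lists were written after the liver DEGs were seen and before the values of their genes were looked at: endothelial cells, stellate cells and fibroblasts, macrophages, bile duct cells, haemoglobin, acute phase and heat shock. Their mean log2(FPKM + 1) per library was compared by exact permutation tests, adjusted over 14 tests.

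The alternatives were pseudocounts of 0.1 and 0.5, no filter, a mean FPKM of at least 0.1, an FPKM of at least 5 in at least 5 libraries, median-ratio scaling, quantile normalization, unadjusted p, no fold threshold, all 20 libraries in one fit, robust eBayes, the replicate number as a block, and each library left out in turn. Added after the data were seen were limma voom on the recovered fragments (genes with at least 10 fragments in at least 5 libraries, with adjusted or unadjusted p), no filter with a pseudocount of 0.1 and unadjusted p, removal of the trend on gene length (smoothing span 0.5), and a block by duck for the interaction. Other splits of the libraries were drawn 100 times with seed 7.

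The tests were first run on simulated data. With changes set in 200 liver genes, limma called 196 (98%) with 1 false call, and in the breast muscle 192 of 199 (96.5%) with 0 false calls. These changes were of one size, well above the fold threshold, and were set only in expressed genes. The simulated noise was equal for all genes, and no simulated library stood apart. The shares recovered therefore do not give the power for smaller changes or for the spread of the real libraries. On simulated fragments, the recovery gave the right number for 100% of values.

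Fatty acid values per duck and read numbers per library were taken from the paper's supplementary tables. The RT-qPCR measurements, the fatty acid profiles of the other ducks and KEGG gene sets were not used here, so no enrichment of pathways was tested.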

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

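The tests of red blood cell RNA in HM 2, of gene length and heat shock in CL 1, of the labels of CL 1 and HL 3, of gene length as the whole cause of the liver DEGs and of thinning were chosen only after the results they measure were seen. A library is reported here when its gap to the nearest of the 5 in its group exceeded 0.71 of the group's range. This held for 7 of 40 tests of library measures, where chance gives 2, and for 8 of 121 tests of the named genes, where chance gives 6.05, so single genes below are about as frequent as chance alone makes them.

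HM 2 stood apart from the other HM libraries. Its FPKM summed to 597368.4, against 335063.9 to 361862.6 in the others, and its haemoglobin genes to 76068.2 against 3272.53 to 4828.85. The slope of its expression on gene length was -0.3191 against 0.01244 to 0.1212, and its score on the first principal component of the breast muscle libraries was -57.359 against 9.2016 to 24.693. Haemoglobin RNA alone is argued against as the source of the high sum, because without the haemoglobin genes the gap of HM 2 was still 0.8597 of the range. Other red blood cell transcripts were not removed, so more red blood cell RNA as the source stays open. The red blood cell markers had a mean log2(FPKM + 1) of 5.832 in HM 2, against 4.685 to 5.193 in the other HM libraries. Low depth is argued against too, since HM 2 had the most fragments of the 5 HM libraries (rank 5 from the lowest). A bias towards short genes may be part of the cause: the gap of the slope was 0.753 of the range. How this bias arose was not tested. Whether HM 2 hides part of a diet effect in the breast muscle stays open. Without it 0 genes passed, in a fit of 4 against 5 libraries. Genes with an unadjusted p under 0.05 rose from 558 to 1336 without it, and the smallest adjusted p from limma fell from 0.347 to 0.0938. HM 2 also bears on the distance between the diets in the breast muscle. The separation of 1.33 (exact one-sided permutation test, p = 0.183) became 4.01 without HM 2 (p = 0.00794, the smallest that 4 against 5 libraries allow).

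CL 1 stood apart from the other CL libraries on the first principal component of the liver libraries, with 45.11 against -33.898 to -18.939. It had 94.02% mapped reads against 90.2 to 90.44%, and GPX2 at 1.829 FPKM against 7.712 to 11.84. Gene length bias (gap of the slope 0.5766 of the range), a heat shock response (0.4324) and depth (0.4227) in CL 1 cannot be told apart from no such effect, since with 5 libraries none of these gaps reached the limit and a smaller effect could be present. Without CL 1 the liver DEGs rose from 12 to 99, 36 higher and 63 lower in HL, and all 12 were among them. Apart from the heat shock genes no biological explanation was tested, and nothing in the design sets this duck apart.

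The highest number of DEGs in the other splits drawn of the liver libraries, 253, came from the split that exchanges CL 1 and HL 3, and 1 of these genes was among the 12. A mix-up of the labels of CL 1 and HL 3 could give such a result. Over 16 genes counted in some ducks and absent in others, CL 1 matched CM 1 in 13 genes and HM 3 in 9, while HL 3 matched HM 3 in 9 and CM 1 in 5. Libraries of the same number matched in 10.5 genes on average and others of the same diet in 8.1 (exact permutation test over 14400 pairings, p = 0.00833, with the genes chosen after the values were seen). The match with CM 1 speaks for the labels as they stand if a number marks one duck in both tissues. The paper gives 10 ducks for the 20 libraries but does not say that the numbers match, and a mix-up of CL 1 and HL 3 cannot be told apart from 2 livers that differ from their groups. The labels were kept.

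HL 3 had 16705165 fragments, against 15423306 to 15666413 in the other HL libraries. Depth as a source of the liver DEGs was tested in 2 ways. The fragments per library did not differ between the diets (exact permutation test, p = 0.3492), and 9 of the 12 DEGs still had an adjusted p under 0.05 after every liver library was thinned to 15417718 fragments.

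Single libraries stood apart in 7 further tests of named genes. ANGPTL4 was at 1.68 FPKM in CL 2 against 0.9121 to 1.075 in the other CL libraries, and PTGS2 at 0.162 in CL 5 against 0.385 to 0.434. ELOVL2 was at 6.374 in HL 1 against 43.4 to 80.4. Its liver log2 fold change was 0.0098 with all libraries and 0.633 without HL 1. In HM 2 ELOVL2 was at 0.4212 against 0.04191 to 0.1346. FATP6 (LOC101799927) was at 0.3995 in CM 3 against 0.06548 to 0.1202. CYP3A1 (0.05987 in CM 4) and CYPC21 (0.03886 in HM 4) were at 0 in the other 4 libraries of the group and rest on very few fragments. No explanation was tested for these genes, and none is offered.

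The effect of linseed oil on MRC1 differed between the tissues, by 1.897 on the log2 scale (standard error 0.272, adjusted p = 0.00924 from limma). It was the only gene of the 11256 tested for the interaction that passed, and 913 had an unadjusted p under 0.05. Of 100 splits of the libraries 15 gave at least as many genes, so a count of 1 is within what chance gives. MRC1 was at 0.973 FPKM in HM and 0.906 in CM. The count of genes was 0 with a pseudocount of 0.1 (900 at an unadjusted p under 0.05), under voom on the recovered fragments (947) and with a block by duck (972), and 50 without HL 3.

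None of the 12 liver DEGs is among the genes the paper names, and 11 of them were higher in HL. They are TNFAIP2, MRC1, STAB2, LOC101797327, MGAT4A, CPE, CDH5, PAPSS2, CALCRL, LOC101791980, ADGRL4 and SCCPDH. Of 100 splits of the liver libraries 2 gave as many DEGs, the real one included. Among the technical explanations, the authors' scaling of the libraries is argued against as the whole cause, because 8 of the 12 passed under quantile normalization. Median-ratio scaling moved the libraries by factors of only 0.9813 to 1.034 and decides nothing. The calls did depend on single libraries. In 4 of the 10 fits without one liver library most of the DEGs were lost, and the fewest of the 12 that passed in any of these fits was 3. The loss was not tied to 1 library, but this does not make the calls robust. The excess of higher over lower DEGs rested on single libraries as well: without CL 1 there were 36 higher and 63 lower, and without HL 5 there were 8 and 10. What follows therefore concerns the 12 genes, not a general rise in HL. Gene length bias stays open as part of the cause. After the trend on length was removed 6 of the 12 still passed, and 8 genes were called in all, each of them higher in HL, so length was not the whole cause. A difference in cell composition may contribute and is taken up among the other observations, where endothelial genes outside the 12 rose by 0.7201 on the log2 scale. The effect of linseed oil itself stays open as a hypothesis.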

How the results depend on the processing

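The alternatives named here were set before the data were examined, except those called added, which were chosen after seeing the data. The planned count test (edgeR and DESeq2) was not run, since the test was chosen for the deposited unit, FPKM, although fragments were recovered. Voom on the recovered fragments was added in its place. The cause was not tested for any change below unless it is stated.

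The 12 liver DEGs became 5 with a pseudocount of 0.1, 3 without a filter, 5 with a mean FPKM of at least 0.1 and 4 with an FPKM of at least 5 in 5 libraries. They became 21 without a fold threshold, 189 with unadjusted p and 77 with all 20 libraries in one fit. The added settings gave 30 with voom, 600 with voom and unadjusted p, and 603 without a filter, with a pseudocount of 0.1 and unadjusted p. The counts with a pseudocount of 0.5 (15), median-ratio scaling (13), quantile normalization (8), robust eBayes (11) and the added removal of the length trend (8) were within 1.5 times of 12. The share of DEGs that were higher in HL was 91.7%, and it was 48.7% with unadjusted p, 62.3% with all 20 libraries, 36.4% without CL 1 and 44.4% without HL 5. In the other fits without one library it was from 85.7 to 100%. Across the fits without one library the count ranged from 3 (without CL 2, CL 5 or HL 4) to 99 (without CL 1). It was 60 without HL 3, 18 without CL 3 or HL 5, 7 without CL 4, 10 without HL 1 and 8 without HL 2.

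In the breast muscle, where 0 genes passed and 558 had an unadjusted p under 0.05, unadjusted p with the fold threshold gave 42, all 20 libraries in one fit 3, and the added settings 180 (voom, unadjusted p) and 173 (no filter, pseudocount 0.1, unadjusted p). Every fit without one library gave 0. The interaction passed for 1 gene, for 0 with a pseudocount of 0.1 (900 at an unadjusted p under 0.05) and for 230 with unadjusted p. The added settings gave 0 with voom (947 at an unadjusted p under 0.05), 608 with voom and unadjusted p, and 678 without a filter, with a pseudocount of 0.1 and unadjusted p. Leaving out one library gave from 1 to 50 (without HL 3), with 10 without HL 5, 5 without CL 1 or CL 3, 4 without HM 2, 3 without HL 1 and 2 without CL 5, HL 2 or HM 1.

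The tissue DEGs rose to 6665 (HL vs. HM) and 7025 (CL vs. CM) without a fold threshold and to 7033 and 7258 with the added setting of no filter, a pseudocount of 0.1 and unadjusted p. Common tissue DEGs rose to 5865 and 6070 under these settings. Common diet DEGs, 0 otherwise, were 13 with voom and unadjusted p and 9 without a filter, with a pseudocount of 0.1 and unadjusted p, both added.

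The libraries compared share replicate numbers. The deviations of same-numbered libraries from their group means, over 11256 genes, correlated from -0.123 to 0.251 between HL and HM, from 0.00481 to 0.236 between CL and CM, from -0.150 to 0.328 between HL and CL and from -0.0714 to 0.358 between HM and CM. In no comparison did every pair exceed 0.1. HL and CL, and HM and CM, come from different ducks, so these libraries share only a number. Between the tissues it stays open whether a number marks one duck: the paper gives 10 ducks for 20 libraries without saying that the numbers match, and the mean correlation of same-numbered libraries had an exact permutation p of 0.0333 between CL and CM and 0.100 between HL and HM, over 120 pairings each. With the replicate block, 0 genes passed in the liver (1206 at an unadjusted p under 0.05) and 1 in the breast muscle, 4206 and 4463 between the tissues. If the numbers do mark ducks, the added block by duck is the fit for the interaction, and under it the 1 gene became 0 (972 at an unadjusted p under 0.05). Adjusted over the list alone, the block gave 8 liver genes, 1 breast muscle gene, and 0 and 1 RT-qPCR genes in the liver and the breast muscle. In the diet comparisons the block uses up degrees of freedom, and a lost call under it is not a weaker effect.

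Of the genes the paper names, 0 passed over all genes in the liver and 2 did with all 20 libraries in one fit; without one library it was from 0 to 2 (2 without CL 1 and 2 without HL 3). Adjusted over the list alone, the 5 liver genes became 0 without a filter, 0 under quantile normalization and 15 with all 20 libraries, and ranged from 0 (without CL 2) to 10 (without HL 5). At an unadjusted p under 0.05 there were 13 liver genes. The 3 breast muscle genes became 11 without a filter and 7 with all 20 libraries, and ranged from 3 to 5. Of the RT-qPCR genes, 1 passed in the liver with all 20 libraries, and from 0 to 1 without one library (1 without HL 1). Adjusted over the list alone these were 2 with all 20 libraries and from 0 to 2 without one library in the liver, and 1 with all 20 libraries and from 0 to 1 (without HM 2) in the breast muscle.

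The sign of a few log2 fold changes near 0 reversed. Under quantile normalization it was 0.027 for ST2B1 (LOC101803633) in HM vs. CM, -0.021 for FATP6 (LOC101799927) in HL vs. CL and 0.037 for it in HM vs. CM, 0.069 for ELOVL2 and -0.025 for FABP4 in HM vs. CM. For ELOVL2 in HL vs. CL it was -0.010 with a pseudocount of 0.1, -0.00067 with 0.5 and -0.0017 with median-ratio scaling, which gave 0.00021 for ELOVL2 in HM vs. CM. For FABP4 in HL vs. CL it was 0.079 with a pseudocount of 0.1 and 0.019 with 0.5.

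Without one library, HL vs. CL ranged from -0.233 (HL 5) to 0.633 (HL 1) for ELOVL2, from -0.373 (CL 2) to 0.278 (CL 5) for FABP4, from -0.0509 (HL 2) to 0.219 (CL 1) for FABP5 and from -0.262 (CL 4) to 0.0841 (HL 1) for FATP1. HM vs. CM ranged from -0.0382 (HM 1) to 0.0361 (CM 2) for ST2B1 (LOC101803633), from -0.0817 (HM 2) to 0.0440 (CM 3) for ELOVL2, from -0.159 (HM 4) to 0.0173 (HM 5) for ELOVL5, from -0.519 (HM 2) to 0.386 (HM 5) for FABP4, from -0.0193 (HM 2) to 0.157 (HM 4) for FADS1 and from -0.0584 (HM 1) to 0.0586 (CM 3) for FATP6 (LOC101799927). The remaining values of named genes kept their direction without one library, and 23 of these fits lost and 5 gained a call.

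The 5 lists that passed in each tissue became 0 and 0 under fry and 0 and 0 with an estimated correlation; without one library they ranged from 3 (without CL 1) to 5 in the liver and from 4 to 6 in the breast muscle. List means that changed sign without one library ranged, in the liver, from -0.182 (CL 5) to 0.112 (CL 1) for immediate early genes, from -0.0307 (CL 4) to 0.202 (CL 3) for adipose markers, from -0.138 (CL 2) to 0.0089 (HL 3) for skeletal muscle markers and from -0.143 (CL 1) to 0.0119 (CL 2) for red blood cell markers. In the breast muscle they ranged from -0.108 (CM 2) to 0.00657 (CM 1) for SREBP lipogenic genes, from -0.0231 (HM 2) to 0.167 (CM 4) for interferon, from -0.00406 (HM 1) to 0.167 (CM 3) for skeletal muscle markers and from -0.337 (CM 4) to 0.0332 (CM 1) for type I fibre markers. Liver markers in the breast muscle passed with a pseudocount of 0.1, with the replicate block and without CM 4, CM 5, HM 1 or HM 2, and cell cycle genes in the liver passed without a filter.

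Detected genes rose to 18356 in the liver and 19870 in the breast muscle when any FPKM above 0 counted, by construction. The share of PC1 fell to 54.9% with genes scaled to unit variance. The separation of the diets ranged without one library from 3.17 (HL 4) to 10.4 (CL 1) in the liver and from -1.22 (CM 2) to 4.01 (HM 2) in the breast muscle. In the liver, where the exact one-sided p was 0.0317, it exceeded 0.05 in 4 of the 10 fits, without HL 4 (0.127), HL 2 (0.0794), HL 5 (0.0556) and CL 4 (0.0556). The p in the breast muscle was 0.183 and fell under 0.05 without HM 2 (0.00794, the smallest that 4 against 5 libraries allow) and in no other fit, and the separation was below 0 without CM 2, CM 3, CM 4 or CM 5. Of the breast muscle list, 17 of the 20 entries lie below the FPKM filter, which marks low expression. For CYP3A1, CYPC21 and CCL20, with 0 to 8 fragments per library, a fold change was not measurable at this depth. Whether more depth would change the other calls of this list was not tested.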

Differences from the paper's values

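Settings described as added were chosen after the values were seen. The paper called its DEGs with DESeq2, which was not run here, so a difference of test may be part of each gap in DEGs below. For HL vs. CL the paper reports 890 DEGs, 547 up and 343 down, while 12 were found here, 11 up and 1 down. The paper's text gives an FDR threshold for its counts of diet DEGs, while the keys drawn in Fig. 2C and 2D give a p-value threshold beside the same counts; the adjusted p of the text was used here. None of the alternatives set before the data were examined came within 1.5 times of these values; the closest was unadjusted p, with 189 genes, 92 up and 97 down. Of the added settings, chosen after seeing the values, voom on the recovered fragments with unadjusted p gave 600 genes with 413 up, and no filter with a pseudocount of 0.1 and unadjusted p gave 603 with 381 up, both within 1.5 times of the paper's 890 and 547. Their 187 and 222 genes down were not within 1.5 times of 343.

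For HM vs. CM the paper reports 367 DEGs, 197 up and 170 down, while 0 were found here, 0 up and 0 down, and 558 genes had an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap; unadjusted p gave 42. The settings added after seeing the values gave 180 (72 up and 108 down) with voom and unadjusted p, and 173 (74 up and 99 down) without a filter, with a pseudocount of 0.1 and unadjusted p.

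Between the tissues the paper reports 7876 DEGs in HL vs. HM and 8003 in CL vs. CM, against 4203 and 4456 here. Of the alternatives set before the data were examined, no fold threshold came within 1.5 times, with 6665 and 7025, and no other did. Of those added after seeing the values, voom on the recovered fragments gave 6155 and 6517, voom with unadjusted p 6251 and 6567, and no filter with a pseudocount of 0.1 and unadjusted p 7033 and 7258, all within 1.5 times.

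The paper reports 32 common DEGs of the diet comparisons, against 0 here, with 0 also at unadjusted p. No alternative closed this gap; of those added after seeing the values, voom with unadjusted p gave 13 and no filter with a pseudocount of 0.1 and unadjusted p gave 9. For the tissue comparisons the paper reports 6785 common DEGs, against 3743 here. No fold threshold, set before the data were examined, gave 5865, and the added settings gave 5417 (voom), 5487 (voom, unadjusted p) and 6070 (no filter, pseudocount 0.1, unadjusted p), chosen after seeing the values; these are within 1.5 times.

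The paper gives the named liver genes as DEGs, and 0 of 18 entries passed here, with 13 at an unadjusted p under 0.05. With unadjusted p and the fold threshold 6 entries passed, among them ACOT6, CYP3A40, CYP7A1, SCD and ST2B1. Under the added voom with unadjusted p 11 passed, among them ACOT6, ANGPTL4, CYP3A40, CYP7A1, GPX2, PLA2G4A, PTGS2, SCD, ST2B1 and TBXAS1, and under no filter with a pseudocount of 0.1 and unadjusted p, also chosen after seeing the values, 10, among them ACOT6, ANGPTL4, CYP3A40, FABP2, PLA2G4A, PTGS2, SCD, ST2B1 and TBXAS1. With adjusted p and the fold threshold, GPX2 passed without CL 1 (adjusted p 0.0444, against 0.351 to 0.524 over the alternatives with all libraries), PTGS2 without HL 3 (0.0215, against 0.04996 to 0.290) and TBXAS1 without HL 3 (0.0229) and without CL 1 (0.0419, against 0.0215 to 0.240). With all 20 libraries in one fit PTGS2 (0.04996) and TBXAS1 (0.0215) also passed the adjusted p, but not the fold threshold, with log2 fold changes of 0.89 and 0.95. FADS1, FADS2, CYP2C16, CPT1B and ACSL5 passed the thresholds in none of these settings.

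The paper gives the named breast muscle genes as DEGs, and 0 of 20 entries passed here, with 9 at an unadjusted p under 0.05 and 0 with unadjusted p and the fold threshold. Under the added voom with unadjusted p 7 passed (BDKRB1, BMPR1B, CNTFR, CXCL14, HRH1, IL16 and TNFRSF17), and under no filter with a pseudocount of 0.1 and unadjusted p, also chosen after seeing the values, 8 (CCL20, CNTFR, CXCL14, HRH1, IL16, MCOLN2, OXTR and TNFRSF17).

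The paper gives ST2B1 as higher on linseed oil in both tissues. One of its entries was (LOC113844889), and the other (LOC101803633) was lower, with log2 fold changes of -0.58 in the liver and -0.01 in the breast muscle. The paper states that the RT-qPCR and transcriptome results coincide and gives FABP4 and FABP5 as higher in the livers on linseed oil. In the libraries their log2 fold changes were -0.01 (standard error 0.449) and 0.11 (standard error 0.241). By RT-qPCR the paper gives FATP6 as lower in the breast muscle on the high linseed oil diet. Its log2 fold changes in HM vs. CM were -0.08 (LOC101798994) and -0.01 (LOC101799927). The RT-qPCR groups held more ducks than the groups sequenced, which were males selected by n-3 PUFA ratio, so the ducks were not all the same.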

Other observations

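The lists of endothelial cells, stellate cells and fibroblasts, macrophages, bile duct cells, haemoglobin, acute phase and heat shock were written after the liver DEGs were known and before the values of their genes were looked at; the other lists had been fixed earlier. Of the tests in this part, only the splits for the counts of 0 were chosen after the result was seen. In the liver, 5 of the 12 lists that could be tested passed an adjusted p of 0.05 by camera. Immune cell genes were higher in HL by 1.16 on the log2 scale (adjusted p = 6.68e-10; 16 of 17 genes), with CD74 at 228.6 ± 60.7 FPKM in HL and 137.0 ± 30.0 in CL. PPAR alpha targets were higher by 0.21 (adjusted p = 0.0129; 17 of 22). SREBP lipogenic genes were lower by a mean of -0.61 (adjusted p = 0.00218; 2 of 14 higher), of which the paper names 5. Cholesterol synthesis was lower (-0.48, adjusted p = 0.00137; 2 of 21 higher) and so were the liver markers (-0.34, adjusted p = 0.0184; 2 of 17 higher). In the breast muscle PPAR alpha targets were higher by 0.33 (adjusted p = 6.07e-06; 17 of 17 genes, 2 of the list named in the paper) and immune cell genes by 0.16 (adjusted p = 0.0174; 12 of 14). Cholesterol synthesis (-0.21, adjusted p = 8.7e-05; 1 of 18 higher), cell cycle genes (-0.31, adjusted p = 8.7e-05; 3 of 20) and immediate early genes (-0.44, adjusted p = 0.00218; 5 of 18) were lower.

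None of these calls held under fry (lowest adjusted p 0.172) or with an estimated correlation (lowest 0.436), so they depend on the preset correlation. Of 100 splits of the liver libraries 4 gave as many lists past the threshold, and of 100 splits of the breast muscle libraries 13, so the number of lists in the breast muscle is within what chance gives. The immune cell list shares 5 genes with other lists and the liver marker list 4. Whether these shifts differ between the tissues was not tested.

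The other lists did not pass. In the liver these were cell cycle (-0.13, adjusted p = 0.470), interferon (-0.09, 0.470), immediate early genes (-0.04, 0.951), and markers of adipose tissue (0.06, 0.901), skeletal muscle (-0.06, 0.901, from 2 genes), red blood cells (-0.07, 0.902, from 2) and type I fibres (-0.34, 0.419, from 2). In the breast muscle they were SREBP lipogenic genes (-0.05, adjusted p = 0.694), interferon (0.04, 0.609), and markers of adipose tissue (0.22, 0.232), skeletal muscle (0.08, 0.470), red blood cells (0.24, 0.451), liver (0.37, 0.0551) and type I fibres (-0.23, 0.470). The pancreas and skin lists had fewer than 2 genes past the filter in either tissue and were not tested.

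A candidate explanation for the rise of 11 liver DEGs in HL is more RNA of endothelial cells. Of the 28 genes on the endothelial list the liver expressed 23, and STAB2, the DEG among them, was left out. The remaining 22 genes were all higher in HL, by 0.7201 on average, and every HL liver (lowest 2.42) scored above every CL liver (highest 2.34; exact permutation test, p = 0.00794, the smallest it can give). Adjusted over the 14 tests this p was 0.111. With 5 ducks against 5 the exact p cannot go lower, so this list alone could not have passed the correction. The adjusted p therefore cannot decide, and the rise is not beyond what chance gives over 14 tests. The list was also written with the liver DEGs known. The most abundant of these genes were ENG, at 37.5 ± 12.4 FPKM in HL and 18.5 ± 12.2 in CL, LYVE1 at 18.6 ± 4.01 and 8.27 ± 1.66, and RAMP2 at 12.3 ± 3.71 and 10.4 ± 5.12. A lower share of hepatocyte RNA, which raises the markers of every other cell type alike, is argued against. The stellate and fibroblast genes differed by only 0.0879 (exact p = 0.564, adjusted 0.870; 9 of 14 genes higher; DCN at 75.5 ± 11.0 and 60.4 ± 15.8 FPKM), and the difference between endothelial and stellate scores rose by 0.6322 in HL (exact permutation test, p = 0.00794), with the lowest HL liver at -0.760 and the highest CL liver at -0.944. Whether endothelial cells were more numerous or more active, and whether linseed oil was the cause, was not tested and stays open as a hypothesis, as does the share of each liver piece made up of vessels.

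The other lists were tested in the same way. Macrophage genes were higher in HL by 1.93 (exact p = 0.0238, adjusted 0.167; 11 of 11 genes, 5 of the list also on others), with HMOX1 at 379.1 ± 130 FPKM in HL and 259.3 ± 79.7 in CL, MARCO at 82.8 ± 61.2 and 8.12 ± 14.4, and C1QB at 71.8 ± 42.9 and 10.3 ± 11.4. The macrophage score was 4.50 in CL 1 against 2.41 to 3.20 in the other CL livers, and 2.99 in HL 3 against 4.89 to 5.73 in the other HL livers. The endothelial scores of CL 1 and HL 3 lay the other way. CL 1 had 1.34 against 1.71 to 2.34 in the other CL livers. HL 3 had 2.75 against 2.42 to 2.69 in the other HL livers. Bile duct genes differed by -0.28 (exact p = 0.135, adjusted 0.472), haemoglobin by -1.07 (exact p = 0.127, adjusted 0.472), acute phase genes by -0.39 (exact p = 0.341, adjusted 0.730; 4 on other lists) and heat shock genes by -0.73 (exact p = 0.175, adjusted 0.489). In the breast muscle, which expressed 27 of the 28 endothelial genes, the differences were -0.07 for endothelial, -0.01 for stellate, 0.12 for macrophage, 0.05 for bile duct, -0.07 for haemoglobin, 0.38 for acute phase and -0.11 for heat shock genes, with adjusted p from 0.730 to 0.984.

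Liver transcripts were counted in the breast muscle libraries. For 17 liver markers above 500 FPKM in the liver, the median level in the breast muscle libraries was between 0.0232 and 0.165% of the median level in the liver libraries (0.0407% for the middle marker), a highest share 7.11 times the lowest. Liver RNA or reads carried into the muscle libraries may be part of the cause. The shares rest on medians over libraries, so they cannot decide whether each library received one share. ALB ranged from 4.72 FPKM in HM 2 to 92.93 in HM 3. APOA1 did not follow ALB, with up to 379.9 FPKM in HM 2, where ALB was lowest. TF ranged only from 1.952 to 11.77 FPKM over the muscle libraries and SERPINC1 from 0.6645 to 2.46. Their median levels were 0.129 and 0.124% of the liver level, against 0.0260% for ALB. Where the transcripts came from was not tested further, and expression in the muscle itself stays open, for APOA1, TF and SERPINC1 in particular.

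Other splits of the libraries were compared for each remaining count. For HL vs. HM and for CL vs. CM, 1 of 100 splits (the real one) gave as many DEGs, as for their common DEGs (1 of 100). For HM vs. CM and for the common DEGs of the diet comparisons 100 of 100 splits gave as many, since the counts were 0; the 558 genes at an unadjusted p under 0.05 in HM vs. CM were not compared with splits.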
